# “Dysfunctions” induced by Roux-en-Y gastric bypass surgery are concomitant with metabolic improvement independent of weight loss

**DOI:** 10.1038/s41421-019-0138-2

**Published:** 2020-01-28

**Authors:** Meiyi Li, Zhiyuan Liu, Bangguo Qian, Weixin Liu, Katsuhisa Horimoto, Jie Xia, Meilong Shi, Bing Wang, Huarong Zhou, Luonan Chen

**Keywords:** Mechanisms of disease, Transcriptomics

## Abstract

Metabolic surgery has been increasingly recommended for obese diabetic patients, but questions remain as to its molecular mechanism that leads to improved metabolic parameters independently of weight loss from a network viewpoint. We evaluated the role of the Roux limb (RL) in Roux-en-Y gastric bypass (RYGB) surgery in nonobese diabetic rat models. Improvements in metabolic parameters were greater in the long-RL RYGB group. Transcriptome profiles reveal that amelioration of diabetes state following RYGB differs remarkably from both normal and diabetic states. According to functional analysis, RYGB surgery significantly affected a major gene group, i.e., the newly changed group, which represented diabetes-irrelevant genes abnormally expressed after RYGB. We hypothesize that novel “dysfunctions” carried by this newly changed gene group induced by RYGB rebalance diabetic states and contribute to amelioration of metabolic parameters. An unusual increase in cholesterol (CHOL) biosynthesis in RL enriched by the newly changed group was concomitant with ameliorated metabolic parameters, as demonstrated by measurements of physiological parameters and biodistribution analysis using [^14^C]-labeled glucose. Our findings demonstrate RYGB-induced “dysfunctions” in the newly changed group as a compensatory role contributes to amelioration of diabetes. Rather than attempting to normalize “abnormal” molecules, we suggest a new disease treatment strategy of turning “normal” molecules “abnormal” in order to achieve a new “normal” physiological balance. It further implies a novel strategy for drug discovery, i.e. targeting also on “normal” molecules, which are traditionally ignored in pharmaceutical development.

## Introduction

Diabetes can induce a series of associated complications and increase the risk of several cancers^1,2^, which affects both mortality and patient quality of life. Recently, metabolic surgical treatments have been included as antidiabetic interventions for patients with diabetes and obesity by international diabetes organizations due to their rapid and long-term efficacy in reducing the medication burden and ameliorating diabetes complications (e.g., cardiovascular diseases and nonalcoholic fatty liver disease)^3–5^. Amelioration of metabolic parameters following bariatric/metabolic surgery has been supported by numerous studies on randomized clinical trials and an emerging consensus^3,4^. This concept of “metabolic surgery” is based on observed diabetes remission associated with changes in gut microbiomes^6^ and gut hormones^7,8^, bile acid metabolism^9–11^, and reprogramming of glucose homeostasis^12^. However, despite growing interest in metabolic surgery, questions remain regarding its mechanism leading to improved metabolic parameters independent of weight loss and regarding its effectiveness in nonobese diabetic subjects. The metabolic impact of surgery involves multiple and complicated pathways, and few studies have explored the molecular mechanism of metabolic surgery from the perspective of systems biology.

Roux-en-Y gastric bypass (RYGB), one of the most effective metabolic operations, excludes a portion of stomach with the proximal intestine (biliopancreatic limb, BL) and rearranges the distal end of the intestine into a Y-configuration, in which food can flow from the upper stomach pouch through the Roux limb (RL) (Fig. 1a)^13^. Studies have demonstrated that RYGB effectively and rapidly improves glycemic control independent of weight loss, and some suggest that changes in metabolic and biological functions in RL in combination with a lack of bile and other digestive fluids play key roles in glucose homeostasis after RYGB^6–15^. One study revealed that glucose uptake was reduced in the RL due to sodium containing bile deprivation after RYGB^9^; others have revealed alterations in distribution and hormone-associated gene expression of enteroendocrine cells compared with those in different intestinal locations, including the BL, RL, and common channel (CC) after RYGB^7^. Saeidi et al. reported that reprogramming, which leads to increased glucose utilization in the RL segment, improves glycemic control following RYGB in diabetic rat models^12^. These findings suggest that the RL plays a role in improving glucose metabolism following RYGB. Lu et al. reported that RYGB in healthy rats and mice reduced insulin production and sensitivity but still maintained cross-tissue glucose homeostasis through alteration of non-insulin determinant metabolic pathways^16^. However, it remains unclear how changes in the RL tract are systematically associated with metabolic improvement for nonobese diabetic subjects independent of weight loss following metabolic surgery. Assessing the functions of gastrointestinal tract segments from the comprehensive biological network viewpoint will not only benefit patients by providing more effective metabolic surgical procedures, but also improve our understanding of the molecular mechanisms of diabetes remission after metabolic surgery, to further guide and extend clinical implementation.

**Fig. 1:**
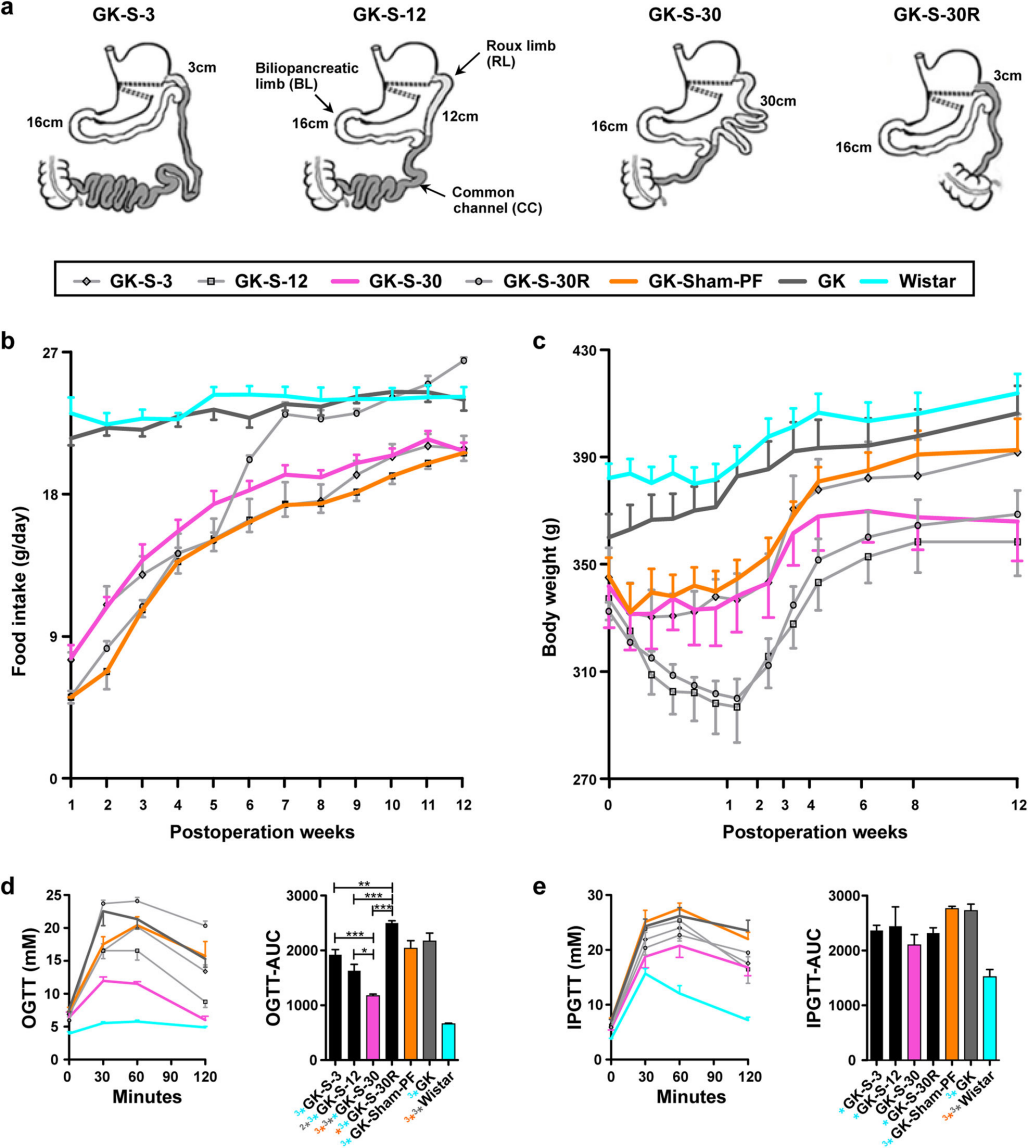
Various RYGB procedures (with regard to RL length) performed in GK rats, and measurement of the corresponding physiological parameters. **a** Schematic description of the various RYGB procedures used in this study. BL, located 16 cm from the ligament of Treitz, was identical in the four surgical groups. RL (light gray), 3, 12, or 30 cm in length, is connected to the upper portion of the stomach and passes food to the CC (dark gray). GK-S-3 group (3-cm RL; very long CC), GK-S-12 group (12-cm RL), GK-S-30 group (30-cm RL; short CC), GK-S-30R group (BL and CC same as in GK-S-30, but 30 cm of RL is excised, and only 3 cm is left). **b**–**e** Physiological parameters in four RYGB groups and three control groups (GK pair-fed/sham-operated (GK-PF), untreated GK (GK), and normal Wistar). Amelioration of diabetes in the seven groups was assessed by measurement of physiological parameters. **b** Food intake. **c** Body weight. **d** OGTT and AUC-glucose. Glucose (2 g/kg) was administered orally. **e** IPGTT and AUC-glucose. Glucose (1 g/kg) was injected i.p. Rats in both **d** and **e** were fasted overnight before experiments. Data are expressed as mean ± SE. AUC was calculated by trapezoidal integration. Statistical significance of differences of means between groups was determined by ANOVA with Tukey’s multiple comparison test (*n* ≥ 5), with *P < 0.05; **(^2^*)*P* < 0.01; ***(^3^*)*P* < 0.001. Symbols with orange color refer to comparison with GK-Sham-PF; gray, with GK; cyan, with Wistar.

To address the above issues, we designed a series of surgical procedures in nonobese diabetic rat models to assess the relationship between amelioration of metabolic parameters independent of weight loss and RL length in the RYGB procedure, and studied the molecular mechanism of the RL from a systematic and comprehensive viewpoint. Improvements in glucose and lipid parameters were greater in the long-RL RYGB group than in other operated RYGB groups or in Goto-Kakizaki (GK) controls. Diabetes remission by RYGB was found to differ remarkably from both the healthy and diabetic states in analysis of transcriptomic profiles of three rat models representing different physiological states. Functional analysis revealed that RYGB surgery significantly affected one group of genes, i.e., the newly changed group, which showed no differential changes between normal controls (Wistar rats) and GK controls but exhibited significant changes after RYGB surgery. This group of genes, in comparison with those in normal controls, was originally “normal” in GK rats but became “abnormal” in RYGB rats despite diabetes amelioration. We demonstrate here that novel “dysfunctions” of the newly changed group induced by RYGB are involved in amelioration and rebalance metabolism. In particular, the unusual increase in newly synthesized cholesterol (CHOL) enriched by the newly changed group is concomitant with amelioration of metabolic parameters, as demonstrated by measurement of physiological parameters and biodistribution analysis using [^14^C]-labeled glucose. Our findings demonstrate metabolic rebalance by RYGB-induced “dysfunctions” in the newly changed group as a compensatory role contributes to diabetes remission. Rather than attempting to normalize “abnormal” molecules, we suggest a new disease treatment strategy of turning “normal” molecules “abnormal” in order to achieve a new “normal” physiological balance. It further implies a novel strategy for drug discovery, i.e. targeting also on “normal” molecules, which are traditionally ignored in pharmaceutical development.

## Results

### Metabolic improvement is greater in the long-RL (30% of total intestine) group of nonobese GK rats

Significant changes in absorption and metabolism in the RL play roles in diabetes remission by RYGB for obese diabetic subjects^3,9,12^. Accordingly, we evaluated beneficial effects in diabetes remission by RYGB and relationships between such effects and RL length in the surgical procedure for diabetic but nonmorbidly obese subjects. We performed RYGB procedures with various RL lengths in nonobese GK rats (Fig. 1a; see Materials and Methods, “Surgical procedures” for details). In human clinical studies, a normal RL is ~12–15% of total intestinal length, which corresponds to the GK-S-12 group, while a super-long RL is ~24–30% of total intestinal length^17^, which corresponds to that in our GK-S-30 group. Next, we measured several physiological indices related to diabetes (i.e., food intake, body weight, oral glucose tolerance test (OGTT), and intraperitoneal (i.p.) glucose tolerance test (IPGTT)). In comparison with the control groups (i.e., Wistar and GK rats without surgery), the five surgical groups showed remarkably reduced food intake at 72 h postoperation after adapting to normal chow. These differences persisted during weeks (wk) 1–6 postoperation. After wk 6, food intake did not differ significantly between the surgical and control groups. The sham operated surgical control pair-fed GK group (GK-Sham-PF) was given an amount of food equivalent to the smallest amount among the three RYGB groups (see Materials and Methods), usually that of GK-S-12 (Fig. 1b).

Body weight in the five surgical groups declined greatly during wk 1 and then gradually increased, whereas body weight in the two non-surgical control groups showed a steady, gradual increase (Fig. 1c). At 8 wk postoperation, body weight of the GK controls differed significantly from those of the GK-S-12 (regular RL), GK-S-30 (long RL), and GK-S-30R (RL excised) groups, but not from those of the GK-Sham-PF and GK-S-3 (short RL) groups. These findings indicate that the GK-S-12, GK-S-30, and GK-S-30R surgeries, but not the GK-S-3 surgery, were effective in maintaining low body weight. Similarly, a human study showed a positive correlation of RL length with weight loss^18^. OGTTs and IPGTTs were performed 12 wk postoperatively to assess glucose metabolism. In the OGTTs, all six GK groups showed reduced glucose tolerance in comparison with the age-controlled Wistar group (Fig. 1d). Among the five surgical groups, the area under the curve (AUC)-glucose values of the GK-S-12 and GK-S-30 groups were significantly lower than those of the GK group. The AUC-glucose value for GK-S-30 was significantly lower than those of GK-S-12, GK-S-3, and GK-S-30R (Fig. 1d). For IPGTT-AUC values, there were no significant differences in GK-S-30 rats, but remarkable increases in both GK and GK-Sham-PF rats in comparison with Wistar rats (Fig. 1e). These results indicated that nonobese diabetic GK rats benefited from long-RL RYGB surgeries in comparison with other types, and restricted food intake had no positive effects in glycemic controls. In comparison with BL and CC segments, the RL appeared to play a key role in glucose homeostasis following RYGB in nonobese diabetic GK rats; the metabolic benefits disappeared in the GK-S-30R group, which had an identical BL and CC but excised RL in comparison with those in GK-S-30 rats.

### Amelioration of diabetes state following RYGB differs from both normal and diabetic states in RL in terms of gene expression

Generally, a whole-genome expression profile is analyzed to characterize a living state as well as to understand the underlying molecular mechanisms to maintain this state^19^. Improvements in glucose metabolism were clearly observed in GK-S-30 but not in GK-S-30R (RL excised) rats. Therefore, we measured whole-genome expression profiles of RL in GK-S-30 rats and the corresponding intestinal segment of GK-Sham-PF and Wistar rats to evaluate molecular changes in the RL resulting from RYGB. 

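The deposited profiles come from 15 rats, 5 in each of 3 groups, with 1 array per rat. Goto-Kakizaki (GK) rats are a nonobese strain with inherited type 2 diabetes that was bred from Wistar rats, and nondiabetic Wistar rats served as the normal state. GK-S-30 rats had an RL of 30 cm, and a 5-cm piece of it was taken 5 cm from the anastomosis with the stomach. In GK-Sham-PF rats, which were sham-operated and pair-fed, and in Wistar rats, which had no operation, the 5-cm piece between 21 and 26 cm from the ligament of Treitz was taken. Tissue was collected at 14 wk postoperation, from Wistar rats at the same time. Total RNA was labelled with 1 dye and hybridized to Agilent whole rat genome arrays with 60-base probes, 4 arrays to a slide. The methods state that RNA integrity was checked, that spots were read with Feature Extraction and that values were quantile-normalized in GeneSpring. The authors deposited the processed signal of each array, an intensity in arbitrary units from which the local background had been subtracted, and a matrix of log2 values after quantile normalization.

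From the processed signals, spots marked as outliers by the image software were left out, the spots of a probe were averaged, and log2 values were quantile-normalized between arrays. A probe was tested if it was well above background on every array of at least 1 group, and each gene was represented by its brightest tested probe, which left 13023 genes. Groups were compared with limma, fitted to all 15 arrays, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. The median standard error of a log2 fold change between 2 groups was 0.15, and the number of arrays limits this precision. Before normalization, the 75th percentile of the processed signal had a median of 358 in Wistar, 376 in GK-Sham-PF and 364 in GK-S-30 arrays, and 2 arrays, Wistar replicate 3 and GK-Sham-PF replicate 5, were dimmer at 225 and 224. Between 66.7% and 74.8% of probes were well above background on an array. The slides were not balanced over the groups. Slide A held 4 Wistar arrays, slide B held 1 Wistar and 3 GK-Sham-PF arrays, slide C held 2 GK-Sham-PF and 2 GK-S-30 arrays, and slide D held 3 GK-S-30 arrays.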

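In the methods' comparison, a one-way model of each gene over the 3 groups with Tukey's correction for 3 pairs and p under 0.05, 4723 of 13023 tested genes (36.3%) differed in at least 1 pair. About 651 genes would pass by chance, since this p is not corrected for the number of genes. GK-S-30 and Wistar rats differed in 3785 genes, GK-S-30 and GK-Sham-PF rats in 2139 (965 higher and 1174 lower in GK-S-30), and GK-Sham-PF and Wistar rats in 1905 (904 higher and 1001 lower in GK-Sham-PF). In 283 genes all 3 pairs differed. With limma and adjustment over all genes, 3406 genes differed between GK-S-30 and Wistar (1565 higher, 1841 lower) and 1152 between GK-Sham-PF and Wistar (540 higher, 612 lower), of which 720 and 328 changed at least 2-fold. The 5 GK-S-30 arrays and the 5 Wistar arrays did not overlap in 2546 of all tested genes, against 103 (0.794%) by chance, and 2296 of the 2546 were among those 3406. With slide as a fixed block, the alternative that lowered these counts most, 2038 genes differed in at least 1 pair by the Tukey comparison. By limma, 218 genes then differed between GK-S-30 and Wistar and 173 between GK-Sham-PF and Wistar.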

We identified 4942 differentially expressed genes (DEGs) by multiple *t*-tests (Fig. 2a and Supplementary Table S1) to characterize three physiological states (i.e., normal, diabetes, and amelioration of diabetes by RYGB). We performed unsupervised hierarchical clustering (Fig. 2a) and principal component analysis (PCA) (Fig. 2b) based on the 4942 identified DEGs. 

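Over all 13023 tested genes, without choosing genes for group differences, the mean silhouette width of the 15 arrays was 0.437, where 1 would be a perfect separation of the 3 groups and 0 none. No other division of the arrays into 3 groups of 5 gave so large a value (exact permutation test, p = 7.93e-06, the smallest that 126126 divisions allow). Since slides largely follow the groups, this test cannot tell a difference between groups from a difference between slides. Widths of single arrays lay between 0.406 and 0.644 in Wistar, between 0.113 and 0.357 in GK-Sham-PF and between 0.443 and 0.549 in GK-S-30. Average-linkage clustering into 3 clusters placed 14 of 15 arrays with their own group, and GK-Sham-PF replicate 5, a dimmer array, fell with the Wistar arrays. The first 3 principal components of the centred values held 37.5%, 14.3% and 12.7% of the variance. For the 4723 genes with a Tukey p under 0.05 in any pair, a list already chosen for group differences, the silhouette width rose to 0.679, all 15 arrays fell with their group, and the first component held 57.0%. Without the filter on dim probes the width over all genes was 0.267, the lowest among the alternatives set beforehand, at the same p.

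**Figure D1:**
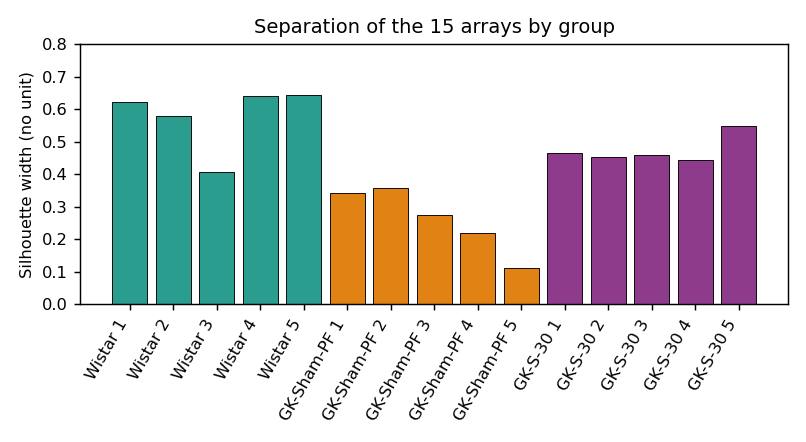
Silhouette width of each of the 15 arrays over all 13023 tested genes, by group; a higher width is a closer fit to the array's own group. The lowest width, 0.113, is that of GK-Sham-PF replicate 5, and the highest, 0.644, that of a Wistar array.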

We observed, unexpectedly, that the three groups of rats representing different pathological and physiological states were distinctly clustered into three independent groups, indicating that the state of diabetic amelioration following RYGB was remarkably different from both the normal and diabetic states. Next, we counted overlapping DEGs between two pairwise states and estimated their overlapping significances using a hypergeometric test (Fig. 2c). 

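By Tukey p, 457 genes were both among the 2139 that differed between GK-S-30 and GK-Sham-PF and among the 1905 that differed between GK-Sham-PF and Wistar rats. Over all 13023 tested genes, 313 shared genes would be found by chance, so that the overlap was 1.46 times the expectation (exact hypergeometric test, upper-tail p = 1.56e-20). Against the background of the 4723 genes that differed in any pair, 863 would be expected, the ratio was 0.53 and the upper-tail p was 1. That background is the union of the lists themselves, which by construction lowers every ratio, and all 3 pairs of lists fall below 1 there. Of the 457 shared genes, 232 changed in opposite directions and 225 in the same direction. The 2 lists share the GK-Sham-PF arrays, and in 100 simulations of 3 unchanged groups with the fitted spread this alone gave a median ratio of 9.06 with 50 shared genes, at least 96.4% of them in opposite directions. Across all tested genes, the correlation of the 2 changes was -0.03, against a median of -0.50 in these simulations (genes are not independent replicates). The overlap of the list for GK-S-30 against Wistar was 2.47 times the expectation with that for GK-S-30 against GK-Sham-PF (1537 genes) and 2.52 times with that for GK-Sham-PF against Wistar (1395 genes). These lists share arrays as well, and the simulations gave median ratios of 9.07 and 9.24 without any change. The simulated lists were far shorter, with a median of 649 genes that differ in any pair against 4723 here. Longer lists cap the ratio at a lower value, so observed and simulated ratios cannot be compared in size.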

RYGB-associated DEGs (i.e., GK-S-30 vs GK-Sham-PF rats) had relatively few overlaps with diabetes-associated DEGs (i.e., GK-Sham-PF vs Wistar rats), indicating that RYGB may not recover all molecular “dysfunctions” associated with diabetes but still improves glycemic control.

**Fig. 2:**
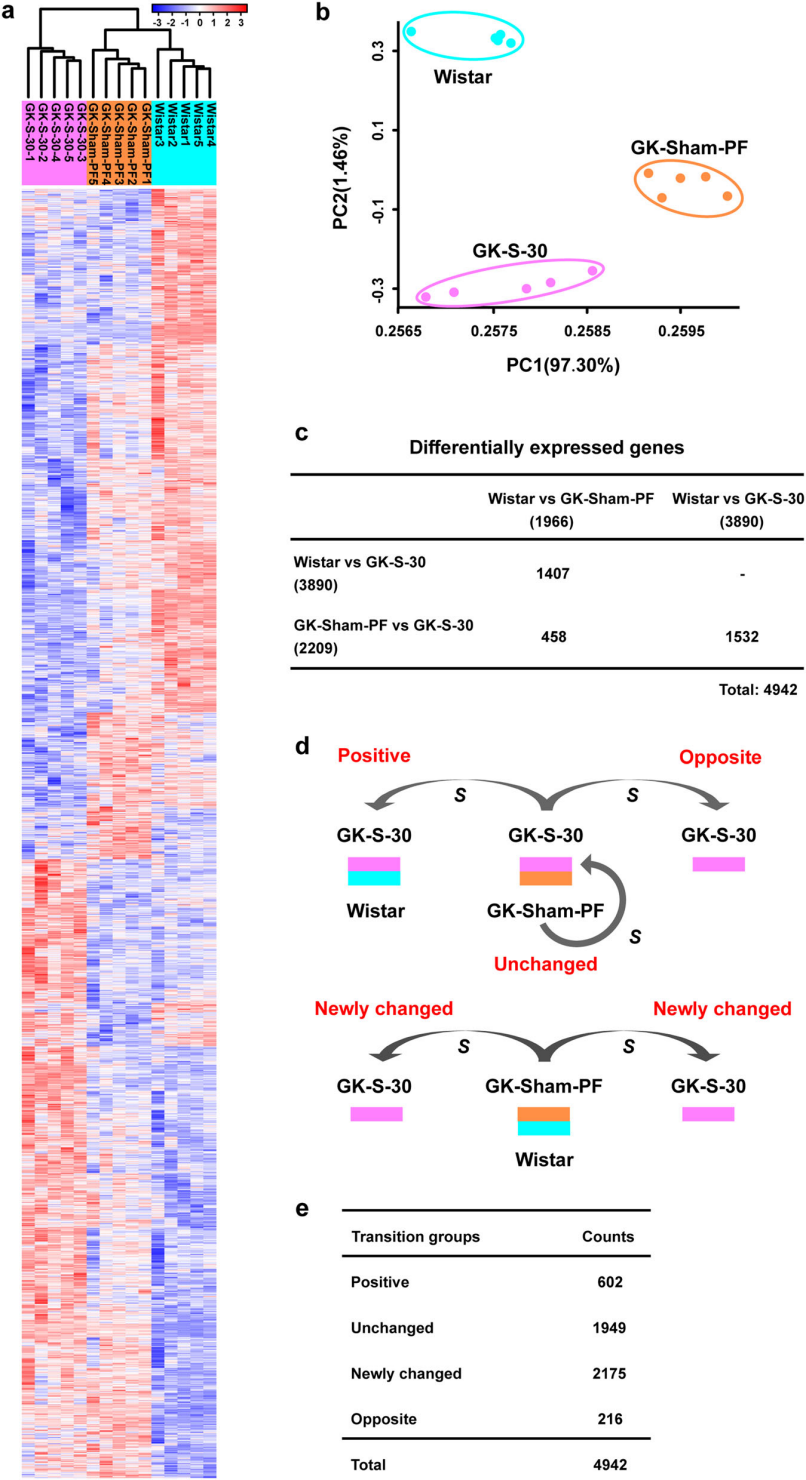
Analyses of transcriptomic profiles among three physiological states. **a** Heatmap illustrating dynamics of 4942 DEGs among the three state groups (normal Wistar, diabetes-GK-PF, diabetes remission-GK-S (short for GK-S-30)). Unsupervised hierarchical clustering was performed to distinguish among physiological states. The three types of rats were distinctly clustered into three independent groups, indicating that physiological state of diabetes remission by RYGB differed strongly from both normal and diabetic states. **b** PCA results showing visually that the three types of rats were clustered distinctly into three independent groups, confirming similar results from hierarchical clustering. **c** Few overlapping DEGs in comparison with pairwise groups, with no statistical significance by the hypergeometric test (all *P* values are 1). **d** Schematic diagram illustrates four transition groups (positive, unchanged, opposite, and newly changed) of DEGs to fractionize functional roles of DEGs and clarify relationships between RYGB-associated and diabetes-associated changes at the gene expression level. S: surgery. **e** DEGs in the four transition groups were counted. Most of the DEGs belonged to the unchanged and newly changed groups. Positive group was out of proportion to unchanged group.

### DEGs can be categorized into four transition groups for representing different directions of change induced by RYGB

To further clarify the molecular mechanisms of diabetes remission by RYGB, we defined four transition groups (positive, unchanged, opposite, and newly changed groups) (Fig. 2d and Supplementary Table S1) against surgery to fractionize the functional roles of DEGs and interpret relationships with RYGB-associated changes at the gene expression level. The positive group represented diabetes-associated gene expression recovered by RYGB, including DEGs without significant differences between GK-S-30 and Wistar rats, but with significant differences between GK-Sham-PF and Wistar rats or between GK-Sham-PF and GK-S-30 rats. The unchanged group represented diabetes-associated gene expression not improved by RYGB, including DEGs without significant differences between GK-S-30 and GK-Sham-PF rats, but with significant differences between GK-Sham-PF and Wistar rats or between GK-S-30 and Wistar rats. The opposite group represented diabetes-associated gene expression relatively worsened by RYGB, including DEGs with significant differences among GK-Sham-PF, GK-S-30, and Wistar rats. Opposite changing directions of GK-S-30 and Wistar rats were in comparison to corresponding differences between GK-Sham-PF and Wistar rats. The newly changed group represented diabetes-irrelevant genes abnormally expressed after RYGB, including DEGs without significant differences between Wistar and GK-Sham-PF rats, but with significant differences between GK-S-30 and Wistar rats or between GK-S-30 and GK-Sham-PF rats. Thus, gene expression of these newly changed genes in GK-Sham-PF rats was originally at the same level as that in normal (Wistar) rats, but did not remain “normal” after RYGB and actually underwent significant changes to “abnormal” despite amelioration of diabetes.

Next, we individually separated DEGs into these four transition groups. We found, unexpectedly, that most of the DEGs belonged to the unchanged and newly changed groups, while the positive group representing recovered genes was relatively small (Fig. 2e). 

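Reassigned from the arrays by Tukey p under 0.05, 2129 genes (45.1%) were newly changed, 1847 (39.1%) unchanged, 522 (11.1%) positive and 225 (4.76%) opposite. Where only 1 pair differed, the gene was given to the group of the pair with the largest Tukey p, a rule that fits the part of Table S1 at hand; this placed 875 of the newly changed, 735 of the unchanged and 290 of the positive genes. Where all 3 pairs differed, the gene was opposite if the mean of GK-Sham-PF lay between those of the other groups (225 genes) and positive if not (58 genes), so these 58 depart from the definition above, under which positive genes do not differ between GK-S-30 and Wistar rats. The part of Table S1 at hand likewise lists genes that differ in all 3 pairs as positive. In Table S1, 1849 of 1996 available genes could be matched, and 85.6% of them fell in the group the table gives. The median size of the log2 fold change between GK-Sham-PF and Wistar was 0.42 in the unchanged and 0.13 in the newly changed group, and that between GK-S-30 and GK-Sham-PF was 0.13 and 0.45. With slide as a fixed block, the alternative that lowered most groups the most, 1126 genes were newly changed, 613 unchanged, 234 positive and 65 opposite.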

The big unchanged gene group demonstrated that functional recovery of most diabetes-associated genes is difficult. 

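Among the 1905 genes that differed between GK-Sham-PF and Wistar rats by Tukey p, 1321 (69.3%) fell in the unchanged group, 359 (18.8%) in the positive group and 225 in the opposite group. The remaining genes of the positive and unchanged groups entered them through another pair. A Tukey p above 0.05 between GK-S-30 and GK-Sham-PF rats does not show that a gene was left unaltered. In simulated data with the spread of these arrays, the Tukey comparison called 67.2% of genes with a true log2 change of 0.5 between these groups and 89.6% of genes with a change of 1.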

We therefore hypothesized that newly emerging genes belonging to the newly changed group may play a compensatory roles in amelioration of diabetes following RYGB.

### A rebalance strategy following RYGB: the newly changed group contributes to metabolic rebalance

Diabetes (particularly type 2 diabetes (T2D)) remission by RYGB has generally been considered to result from functional changes in a complex and systemic interplay of multiple molecules and pathways. We further examined the functional relationships of genes in the four transition groups from molecular interactions and metabolic pathways to more comprehensively understand the underlying mechanisms of diabetes remission by RYGB. 

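Table S2 lists the interaction neighbors of unchanged genes, and 478 of its genes and 1613 of the 1864 distinct neighbors were among the tested genes. With transition groups reassigned from the arrays, on average 18.3% of the neighbors of such a gene were newly changed, 14.0% unchanged, 5.51% positive and 1.24% opposite. The means in the paper's own row of Table S2 are 15.8%, 13.6%, 4.92% and 1.36%. When the transition labels were permuted 10000 times among the tested neighbors, 19.5% newly changed and 14.4% unchanged neighbors were expected. The central 95% ranges of the permuted shares were 16.6% to 22.8% and 12.0% to 17.4% (two-sided permutation p = 0.483 and 0.763). The positive share (expected 5.95%, permutation p = 0.646) and the opposite share (expected 1.74%, permutation p = 0.273) also lay within the permuted ranges. The permutation keeps the neighbors' own mix of groups, so it cannot tell whether neighbors differ from other genes. Of all tested genes, 16.3% were newly changed, 14.2% unchanged, 4.01% positive and 1.73% opposite. The order of the 4 shares follows the sizes of the 4 groups. An unadjusted limma p in place of the Tukey p raised the newly changed share most, to 25.0% (permutation p = 0.714).

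**Figure D2:**
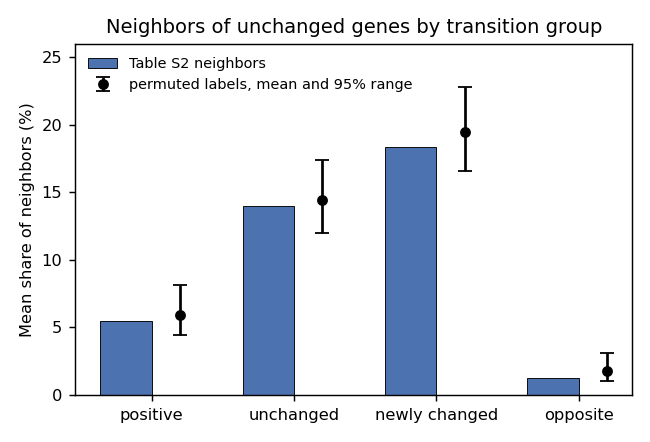
Mean percent of the neighbors of unchanged genes in each transition group, with the mean and central 95% range over 10000 permutations of the transition labels. All 4 observed shares, 18.3%, 14.0%, 5.51% and 1.24%, lie inside the permuted ranges.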

After mapping all DEGs into the knowledge-based molecular interactions of rats (Supplementary Fig. S1) and counting individual nodes (i.e., DEGs) neighboring those of the unchanged group, we found that neighboring nodes of the unchanged genes belonged mainly to the newly changed and unchanged groups (Fig. 3a and Supplementary Table S2).

**Fig. 3:**
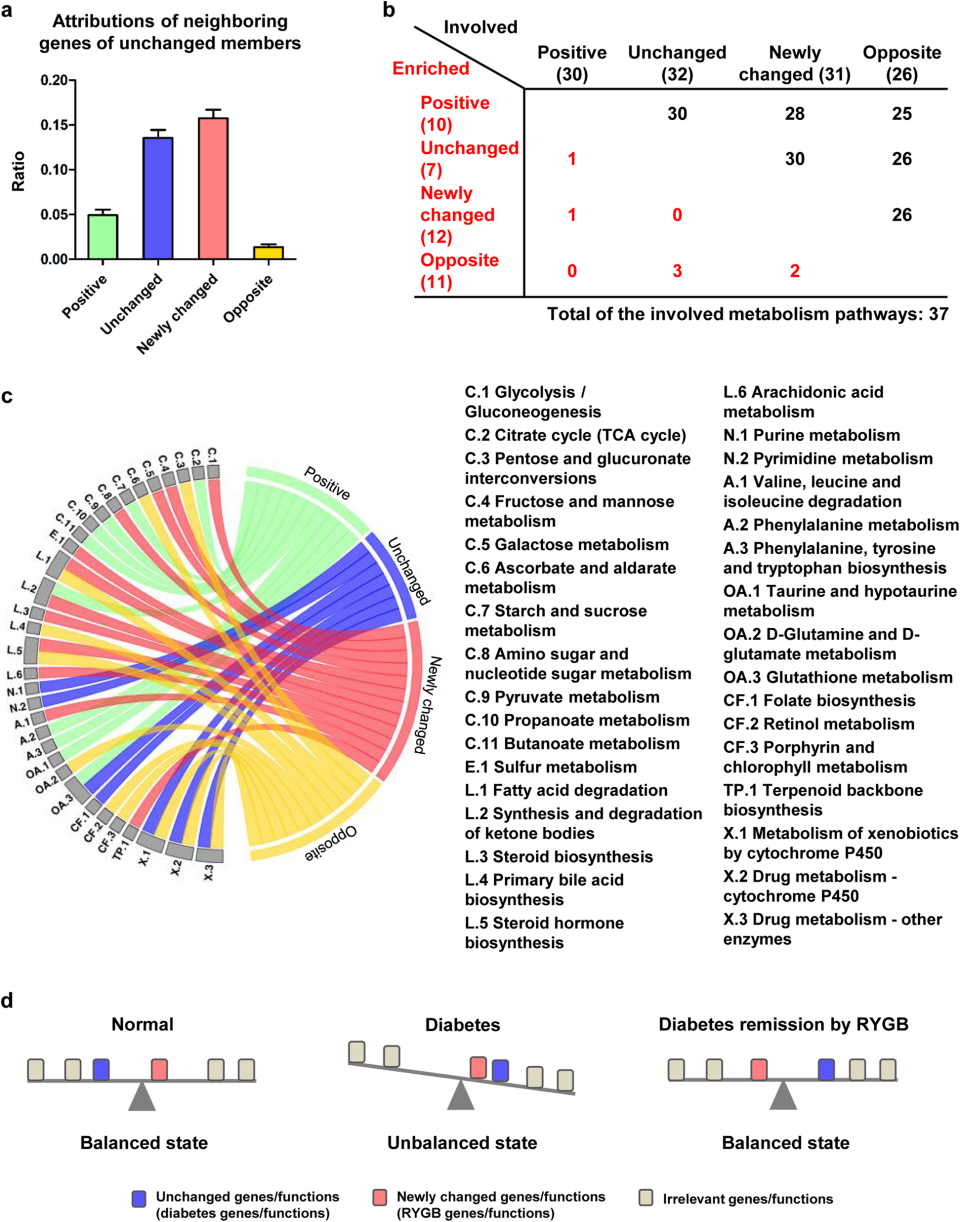
Rebalance model to explain compensatory strategy of diabetes remission by RYGB. **a** Histogram showing distributions of neighboring nodes of unchanged genes in four transition groups. **b** Overlapping functional analysis in a total of 37 metabolism-associated processes significantly enriched by each of four transition groups. **c** Enriched metabolism-associated pathways by four transition groups graphically shown in detail. *C* carbohydrate metabolism, *E* energy metabolism, *L* lipid metabolism, *N* nucleotide metabolism, *A* amino acid metabolism, *OA* metabolism of other amino acids, *CF* metabolism of cofactors and vitamins, *X* xenobiotic biodegradation and metabolism. **d** Schematic diagram illustrating rebalance strategy of diabetes remission by RYGB. Blue block: diabetes-related genes/functions not recovered by RYGB (unchanged group). Red block: newly changed genes, i.e., diabetes-irrelevant genes unusually expressed after RYGB. Not all diabetes-related genes could be restored following RYGB, but the physical system rearranges other normal metabolic pathways, newly changed “dysfunctions”, which unexpectedly improve metabolic parameters and rebalance the abnormalities caused by unchanged diabetes-associated genes. In **a** and **c**, positive transition group is indicated by green color, unchanged group by blue, newly changed group by red, and opposite group by yellow.

To clarify the functional roles of the newly changed group for amelioration of metabolic parameters by RYGB, our analysis focused on a total of 37 metabolism-associated pathways significantly enriched by at least one of the four transition groups. Although each of the four groups was enriched in its preferred and specific metabolism pathways, there were few overlapping enriched pathways of metabolism among them. Gene members in the four groups could participate or be involved in many other metabolic processes that were enriched by other transition groups, and some of the preferred and specific pathways corresponding to one group had some functional associations (Fig. 3b; Supplementary Fig. S2 and Table S3).

Interestingly, we found after performing functional analyses with members of each transition group (Supplementary Table S3) that the functions enriched by the positive group were involved mainly with carbohydrate metabolism and the tricarboxylic acid (TCA) cycle (Fig. 3c, pathways starting with C), and amino acid metabolism (pathways starting with A or OA). 

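The pathway tables list 71 distinct genes for the positive group in metabolism pathways, 67 of which were tested, and 57 of these (85.1%) were positive when reassigned from the arrays. In carbohydrate metabolism 12 of 17 tested genes were positive, in amino acid metabolism 6 of 8 and in the metabolism of other amino acids 6 of 6. Between GK-S-30 and GK-Sham-PF rats, 8 of those 17 carbohydrate genes were higher and 9 lower in GK-S-30, so the positive group did not move in 1 direction. The 8 TCA enzymes of Fig. 4a are another list, none of them positive here, so they do not test the enrichment of the positive group. Between GK-S-30 and GK-Sham-PF rats, none of these 8 passed an adjusted p of 0.05 by limma, and 1 passed by Tukey p.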

The unchanged group was enriched in nucleic acid and drug metabolism (pathways starting with N and X). 

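For the unchanged group, whose overview map is also shortened in the copy of Table S3 used here, 150 distinct genes were at hand in metabolism pathways, and 121 of the 145 tested (83.4%) were unchanged here too. By class, these were 24 of 31 tested genes of nucleotide metabolism and 21 of 25 of xenobiotics biodegradation and metabolism. Carbohydrate genes, with 25 of 33, and genes for cofactors and vitamins, with 20 of 21, were also listed for this group.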

The opposite group was more widely spread. 

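Of the 41 distinct genes listed for the opposite group in metabolism pathways, 38 were tested and 30 (78.9%) were opposite, the lowest share of the 4 groups. They were spread over carbohydrate (10 of 11), lipid (10 of 12), xenobiotic (5 of 6), nucleotide (4 of 5) and cofactor (4 of 4) metabolism. In each of these 5 classes most listed genes were lower in GK-S-30 than in GK-Sham-PF rats, as in lipid metabolism with 9 lower and 3 higher.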

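In the copy of Table S3 at hand, 181 distinct genes are listed for the newly changed group in metabolism pathways, and the list of its overview map is shortened there. Of these genes, 175 were tested and 165 (94.3%) were newly changed on reassignment. Lipid metabolism held 57 tested genes, 55 of them newly changed, and carbohydrate metabolism 53, of which 50 were newly changed. Within the lipid genes 27 were higher and 30 lower in GK-S-30 than in GK-Sham-PF rats, and within the carbohydrate genes 30 were higher and 23 lower. The small class of terpenoids and polyketides, which includes the first steps of the CHOL pathway, had 8 of 9 genes higher.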

Particularly, metabolic pathways involved with carbohydrate metabolism (e.g., glycolysis, gluconeogenesis), amino sugar and nucleotide sugar metabolism, and lipid metabolism (pathways starting with L) were enriched in the newly changed group. These findings support our hypothesis that the newly changed group plays a compensatory role to unchanged dysfunctions in rebalancing glucose homeostasis.

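Over the 4 groups together, 373 of 425 tested genes (87.8%) fell in the group that Table S3 lists for them. The share rests on the genes at hand, since 2 lists of the table, those of the overview map for the unchanged and newly changed groups, were incomplete in the copy used. The lists were drawn up by the study from these same samples, so this share shows how far the grouping can be rebuilt from the arrays and is no independent evidence. The alternative that moved it most was slide as a fixed block, under which 32.2% kept their listed group. No enrichment was rerun. The paper's reasoning runs from few recovered genes and a large unchanged group, through neighbors that were mainly newly changed or unchanged, to carbohydrate and lipid pathways enriched in the newly changed group. The paper reads this sequence in favor of its hypothesis that the newly changed group plays a compensatory role.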

We proposed a rebalance model to explain this strategy of diabetes remission by RYGB (Fig. 3d). Generally, the body's physical system is in equilibrium and balance with organized, synergic, and regulatory metabolic pathways under normal or healthy conditions, whereas if diabetes-associated genes or functions shift and become overwhelmed, the physical system enters an unbalanced state and symptoms of diabetes (e.g., hyperglycemia and hyperlipidemia) occur. After treatment with RYGB, amelioration of diabetes may result from not only functional recovery of diabetes-associated genes but also newly emerging or RYGB-induced “dysfunctions” as a compensatory role for rebalance, as demonstrated in healthy rats and mice after RYGB by the cross-tissue study^16^. In our schematic diagram (Fig. 3d), the blue block is shifted to the right, indicating diabetes-associated genes, which remain unchanged following RYGB. The red block, which previously did not differ between normal and diabetes, is shifted to the left, indicating a newly changed “dysfunction” following RYGB. Different from a traditional recovering of the disease-associated genes, the new strategy of making “normal” functions “abnormal” unexpectedly rebalances and contributes to diabetes remission.

### An unusual increase in newly synthesized CHOL as an example of RYGB-induced “dysfunctions”

Functional analysis indicated that the newly changed genes associated with metabolic pathways were enriched in the carbohydrate and lipid metabolism categories, which may play a compensatory role in rebalancing diabetes parameters. 

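Between GK-S-30 and GK-Sham-PF rats, limma gave 1272 genes at an adjusted p under 0.05, 666 higher and 606 lower in GK-S-30, and 3105 genes at an unadjusted p under 0.05. Of the 1272, 291 changed at least 2-fold, and in 862 the 5 arrays of each group did not overlap. The median size of the log2 fold change among them was 0.68. When the Tukey p was adjusted over all genes instead, 500 genes passed, and with slide as a fixed block, the alternative that moved the limma count most, 276 passed. Leaving out single arrays gave between 876 and 1504 genes. A second tested probe existed for 275 of the called genes, and it pointed in the other direction in 19 and gave under 50% of the log2 fold change in 66.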

To further map the major RYGB-induced changes in carbohydrate and lipid functional pathways, we obtained signatures of 74 genes that differed (false discovery rate (FDR) <0.05) between GK-S-30 and GK-Sham-PF. 

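Sets of genes written by hand before the data were examined were tested with limma's camera at a preset inter-gene correlation of 0.01, over 18 sets and 3 pairs. In GK-S-30 against GK-Sham-PF rats, the 21 genes of CHOL synthesis rose by a mean log2 fold change of 1.16 (camera adjusted p = 7.9e-25), with 20 of 21 higher. Other targets of SREBP2, the transcription factor that responds to low CHOL, rose by 1.06, with 7 of 7 higher and 5 past an adjusted p of 0.05 (camera adjusted p = 2.11e-07). Of 10 smooth muscle genes, all were higher, by a mean of 1.24, and 6 passed (camera adjusted p = 5.12e-11), although GK-Sham-PF replicate 4 lay well above the other GK-Sham-PF arrays in this set. Table S4 lists CHOL and steroid pathways and also muscle contraction sets. Camera called 19 of the 54 tests, 10 of them in this pair, and fry, a rotation test without a preset correlation, held 17 of these, the exceptions being proliferation in GK-S-30 against each of the other groups, and called 7 that camera did not. With the correlation estimated from the data none of the 54 passed, and the adjusted p of CHOL synthesis became 0.0983.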

Our enrichment analysis revealed nine significant pathways (Supplementary Table S4; FDR <0.05) based on gene sets in MSigDB, of which four were observed in CHOL metabolism. After RYGB, lack of bile may lead to alterations of CHOL uptake and synthesis in the small intestine. Bile has a direct inhibitory effect on cholesterogenesis in the intestinal mucosa^20^. CHOL synthesis may be enhanced in the bile-deprived RL, and this process requires costly glucose consumption to produce very large amounts of basic materials (e.g., acetyl-CoA, ATP, NADPH)^21^, which may have a direct beneficial effect on glycemic control. The intestine, like the liver, is an important site for high-density lipoprotein (HDL) synthesis and secretion and provides ~30% of plasma HDL^6^. We therefore focused on CHOL metabolism enriched by the newly changed group to elucidate its association with metabolic improvement by RYGB.

To further test our hypothesis, we mapped the rate-limiting enzymes involved mainly in glucose, fatty acid, and CHOL metabolism to show their mRNA expression changes following RYGB (Fig. 4a). Red-colored gene symbols, representing the newly changed group, indicate that such gene expression does not differ significantly between GK-Sham-PF and Wistar rats, but is notably activated or inhibited in the RL following RYGB. 

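Hexokinase, phosphofructokinase, glyceraldehyde-3-phosphate dehydrogenase, phosphoglycerate mutase, pyruvate kinase and a component of pyruvate dehydrogenase are drawn for this pathway in Fig. 4a. All 6 of their genes (Hk1, Pfkm, Gapdh, Pgam2, Pkm and Pdhx) had a higher mean in GK-S-30 than in GK-Sham-PF rats, by log2 fold changes between 0.11 and 0.86. By limma 1 of the 6, Hk1, passed an adjusted p of 0.05, and by Tukey p Hk1 and Gapdh did. Gapdh rose by 0.30 (standard error 0.11, limma adjusted p = 0.0856, and 0.0225 by the Tukey comparison), and without Wistar replicate 3, a dimmer array, its adjusted p was 0.0289. Over a wider list of 21 glycolysis genes, 15 were higher, 4 passed, and the mean log2 fold change was 0.23 (camera adjusted p = 0.00364). Another phosphofructokinase gene, Pfkl, rose by 0.69 (adjusted p = 0.0331), but fell by 0.027 in the authors' normalized matrix, and its call was lost in 7 of 15 settings without 1 array.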

In glycolysis, most of the key enzymes were upregulated after RYGB. In particular, the rate-limiting enzyme hexokinase (Hk) belonged to the newly changed group. 

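Hk1 had a log2 signal of 9.60 ± 0.32 in GK-S-30, 8.75 ± 0.16 in GK-Sham-PF and 8.86 ± 0.13 in Wistar rats (SD, n = 5 each). The log2 fold change was 0.86 against GK-Sham-PF (standard error 0.14, limma adjusted p = 0.00152) and 0.74 against Wistar (limma adjusted p = 0.00116), and GK-Sham-PF differed from Wistar rats by -0.11 (limma adjusted p = 0.723). Each GK-S-30 array was above each GK-Sham-PF array (exact permutation test, two-sided p = 0.00794, the smallest that 5 against 5 arrays allow). A second probe of Hk1 rose by 0.83 against GK-Sham-PF. The change against GK-Sham-PF passed in 28 of 28 alternatives, and that against Wistar in 27, with an adjusted p of 0.0756 when slide was a fixed block. The 60-base probe of Hk1 has the sequence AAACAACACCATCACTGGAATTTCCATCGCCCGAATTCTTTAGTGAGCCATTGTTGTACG, and the files give no genome position for it. The other hexokinase genes are not drawn in Fig. 4a.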

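Fbp1, Pck1 and G6pc1 (listed as G6pc in the files) encode enzymes of the steps that glycolysis cannot run in reverse, and all 3 were lower in GK-S-30 than in GK-Sham-PF rats. Fbp1, with a probe on chromosome 17 of rn4 from 7817936 to 7817995, had a log2 signal of 14.06 ± 0.06 in GK-S-30, 14.72 ± 0.11 in GK-Sham-PF and 15.00 ± 0.12 in Wistar rats (SD, n = 5 each). It fell by 0.66 (standard error 0.08, limma adjusted p = 0.000201), and it was already lower in GK-Sham-PF than in Wistar rats, where it fell by 0.28 (limma adjusted p = 0.0457; 8 of 28 alternatives kept this call). Pck1, on chromosome 3 from 164017597 to 164017656, fell by 2.53 (standard error 0.42, limma adjusted p = 0.00168), which is 5.77-fold lower, and differed little between GK-Sham-PF and Wistar rats. With slide as a fixed block the adjusted p was 0.0559 for Fbp1 and 0.104 for Pck1. G6pc1, on chromosome 10 from 90403940 to 90403999, varied most between rats, at 9.71 ± 2.06 in GK-S-30, 13.19 ± 0.58 in GK-Sham-PF and 11.44 ± 0.87 in Wistar rats (SD, n = 5 each). It fell by 3.49 against GK-Sham-PF (standard error 0.76, limma adjusted p = 0.0099), whereas its difference between GK-Sham-PF and Wistar rats, 1.75, did not pass (limma adjusted p = 0.196) except without GK-S-30 replicate 1 (0.0252) and in the fit to those 2 groups alone (0.0234). For each of these genes the GK-S-30 and GK-Sham-PF arrays did not overlap (exact permutation p = 0.00794). Pyruvate carboxylase (Pc) went the other way, with a rise of 0.87 (limma adjusted p = 0.00038). As a set, 6 gluconeogenesis genes fell by a mean log2 fold change of -1.02 (camera adjusted p = 0.0349), a call that was lost without Wistar replicate 3 (0.0531), GK-Sham-PF replicate 5 (0.0679) or GK-S-30 replicate 2 (0.0506).

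**Figure D3:**
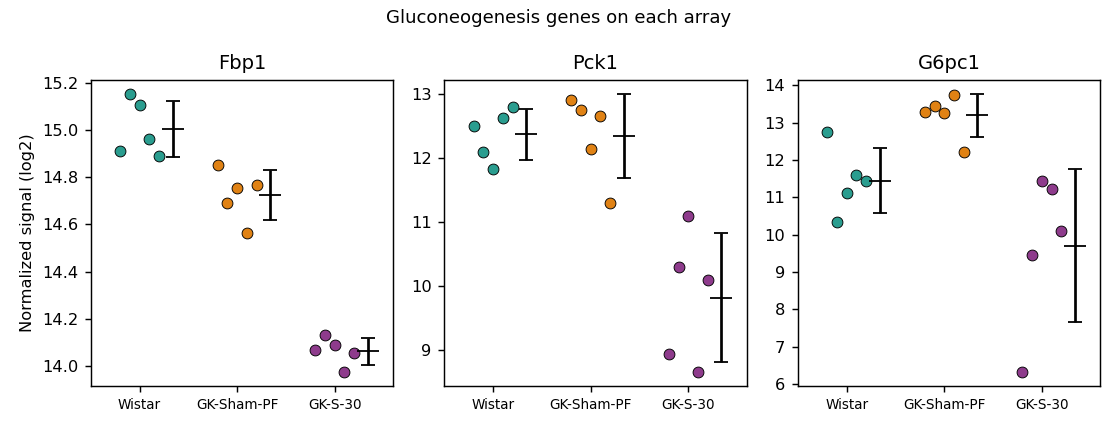
Log2 signal of Fbp1, Pck1 and G6pc1 on each array of the 3 groups, with the mean and SD (n = 5). Means in GK-S-30 are 14.06, 9.83 and 9.71, and the 5 GK-S-30 points of each gene lie below the 5 GK-Sham-PF points.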

Gluconeogenesis was downregulated (e.g., fructose-1,6-bisphosphatase (Fbp), phosphoenolpyruvate carboxykinase (Pck), and glucose-6-phosphatase (G6pc)). After glycolysis, pyruvate comes into mitochondria and is converted to acetyl-CoA, which enters the TCA cycle. 

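The probe of Cs lies on chromosome 7 of rn4 from 1652129 to 1652188. Its log2 signal was 15.49 ± 0.17 in GK-S-30, 15.19 ± 0.06 in GK-Sham-PF and 14.85 ± 0.15 in Wistar rats (SD, n = 5 each). The rise of 0.30 over GK-Sham-PF (standard error 0.10) passed by Tukey p (0.00967) but not by limma with adjustment over all genes (0.0601), and it passed in 4 of 28 alternatives, among the 15 that leave out a single array in 1, without GK-S-30 replicate 3 (0.0326). Cs was also higher in GK-Sham-PF than in Wistar rats, by 0.34 (limma adjusted p = 0.042). This call held in 13 of 28 alternatives and in 6 of the 15 that leave out 1 array, and with slide as a fixed block the adjusted p was 0.675. Idh3g fell by 0.06 against GK-Sham-PF (standard error 0.07, limma adjusted p = 0.622) and Ogdh by 0.09 (standard error 0.23, limma adjusted p = 0.863). A second probe of Ogdh fell by 0.45. Neither Idh3g nor Ogdh passed in any of 28 alternatives. Whether Cs changed more than these other genes was not tested. Over 18 genes of the cycle, 8 were higher, the mean log2 fold change was 0.01 and the median -0.01 (camera adjusted p = 0.76).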

In the TCA cycle, mRNA level is significantly elevated for citrate synthase (CS), but not for isocitrate dehydrogenase (Idh3g) or alpha-ketoglutarate dehydrogenase (Ogdh), indicating that citrate may accumulate and shuttle out of mitochondria to the cytoplasm for either fatty acid or CHOL biosynthesis. Acetyl-CoA carboxylases (Acaca), key enzymes catalyzing the irreversible carboxylation of acetyl-CoA to produce malonyl-CoA for fatty acid synthesis, were not transcriptionally upregulated. These findings suggest that conversion of glucose to CHOL synthesis may become “dysfunctionally” active in RL after RYGB, and contribute to metabolic rebalance (Fig. 4b).

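Acaca, with a probe on chromosome 10 of rn4 from 72678945 to 72679004, had a log2 signal of 10.81 ± 0.15 in GK-S-30, 10.67 ± 0.13 in GK-Sham-PF and 10.91 ± 0.13 in Wistar rats (SD, n = 5 each). Its log2 fold change against GK-Sham-PF was 0.14 (standard error 0.10, limma adjusted p = 0.422). A second probe gave -0.53, and across 28 alternatives the value ranged from -0.19 to 0.22 without passing, so its direction depends on the probe. Malonyl-CoA transferase (Mcat), the other fatty acid synthesis gene of Fig. 4a, fell by 0.13 (limma adjusted p = 0.642). In a wider set of 8 fatty acid synthesis genes 7 were higher and 2 passed, with a mean log2 fold change of 0.58 and a median of 0.35 (camera adjusted p = 0.00148). The mean was 0.25 without GK-Sham-PF replicate 5 (camera adjusted p = 0.0302) and 0.34 without GK-S-30 replicate 2 (0.00726), settings in which probes were also chosen anew. With all arrays, relative to each gene's mean, GK-Sham-PF replicate 5 lay at -0.2468, near its group's mean of -0.211. GK-S-30 replicate 2 lay at 0.203, below its group's mean of 0.367. The lower means thus do not show that the rise rests on these 2 rats.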

**Fig. 4:**
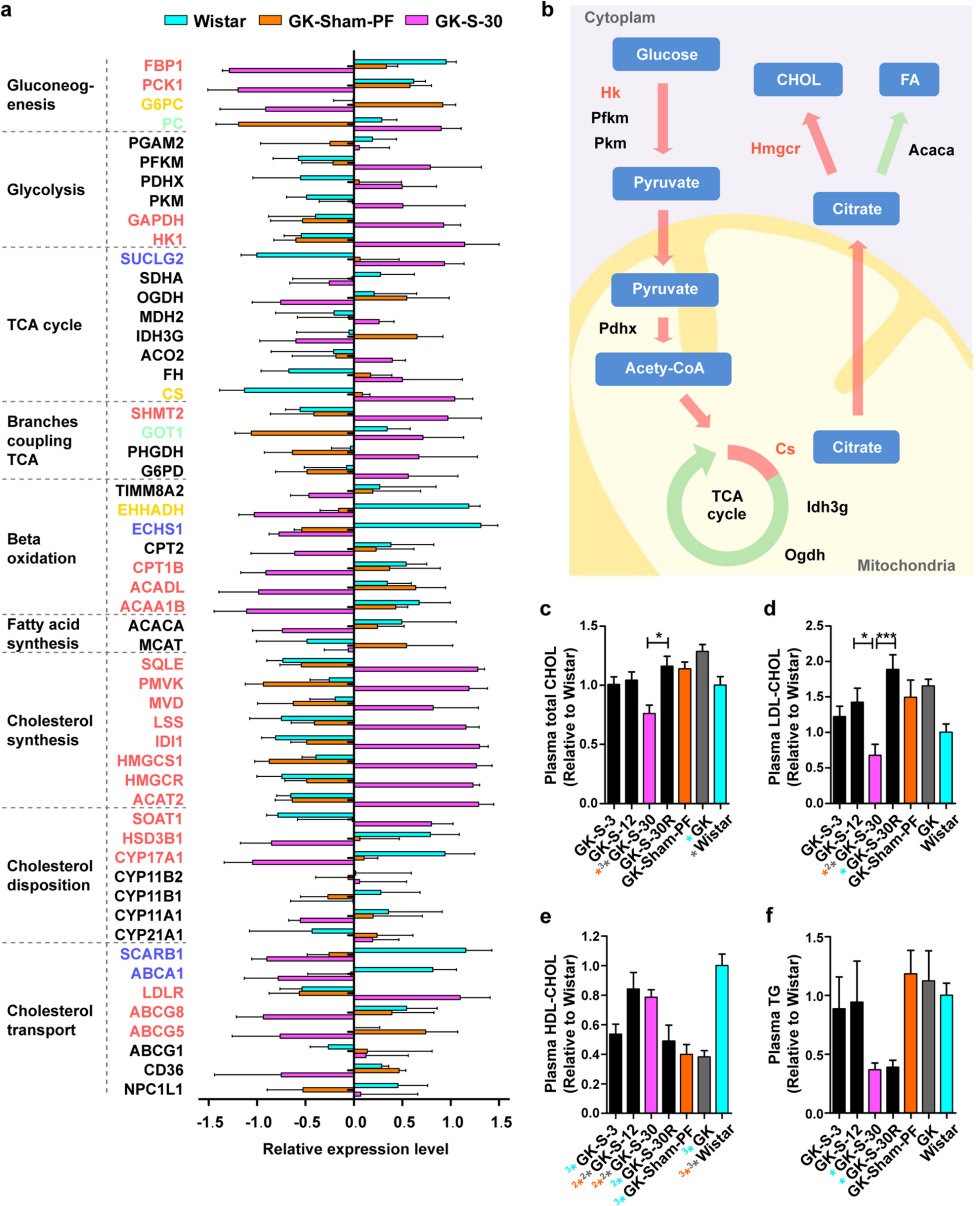
Increase in newly synthesized HDL-CHOL contributes to glycometabolism rebalance. **a** Changes in expression of key enzymes of glucose and CHOL metabolism in three groups (Wistar, GK-PF, GK-S-30; each *n* = 5) in terms of relative mRNA level. Gene symbols are colored green for positive transition group; blue: unchanged; red: newly changed; yellow: opposite; black: non-DEGs. **b** Schematic diagram showing that increased de novo CHOL synthesis in RL has direct beneficial effect on glycemic control after RYGB. **c** Plasma total CHOL, **d** plasma LDL-CHOL, **e** plasma HDL-CHOL, and **f** plasma TG were measured in overnight-fasted blood samples from GK and Wistar groups. Data are expressed as mean ± SE. Statistical terms (*n* ≥ 6) and symbol colors as in Fig. 1.

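Fig. 4a draws 8 enzymes of CHOL synthesis. The genes of all 8 were higher in GK-S-30 than in GK-Sham-PF rats, by log2 fold changes between 0.62 and 2.07, and all 8 were higher than in Wistar rats, by 0.41 to 2.27. By limma 7 passed an adjusted p of 0.05 in each of these pairs, and none passed between GK-Sham-PF and Wistar rats, where 5 were higher and 3 lower and none had a Tukey p under 0.05. Mvd was the exception in both pairs, with a rise of 0.62 over GK-Sham-PF (limma adjusted p = 0.0827, and 0.0474 by the Tukey comparison) that passed only without GK-S-30 replicate 3 (0.0261). The largest rise was that of Sqle (squalene epoxidase), 4.20-fold over GK-Sham-PF (standard error of the log2 fold change 0.24, limma adjusted p = 0.000151). Hmgcs1 rose by 1.81 (limma adjusted p = 4.95e-05), Idi1 by 1.86 (0.000179) and Acat2 by 1.45 (0.000201), although a second probe of Acat2, which the files name Acat3, rose by only 0.15. Of the wider set of 21 synthesis genes, 18 passed over all genes and 20 adjusted over the list alone. The mean of the set, relative to each gene's mean over all arrays, was 0.82 ± 0.15 in GK-S-30, -0.34 ± 0.27 in GK-Sham-PF and -0.47 ± 0.24 in Wistar rats (SD, n = 5 each). GK-S-30 and Wistar arrays share no slide. With slide as a fixed block, Lss (limma adjusted p = 0.0815) and Pmvk (0.112), drawn in Fig. 4a, no longer passed against Wistar rats. On slide C, with 2 GK-S-30 and 2 GK-Sham-PF arrays, the set differed by 1.35 and 20 of 21 genes were higher in GK-S-30, though 2 against 2 arrays cannot give a p below 0.333. Over all 50 tested genes of Fig. 4a, 17 passed between GK-S-30 and GK-Sham-PF rats (11 higher, 6 lower) and 27 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Slide as a fixed block moved this count most, to 11.

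**Figure D4:**
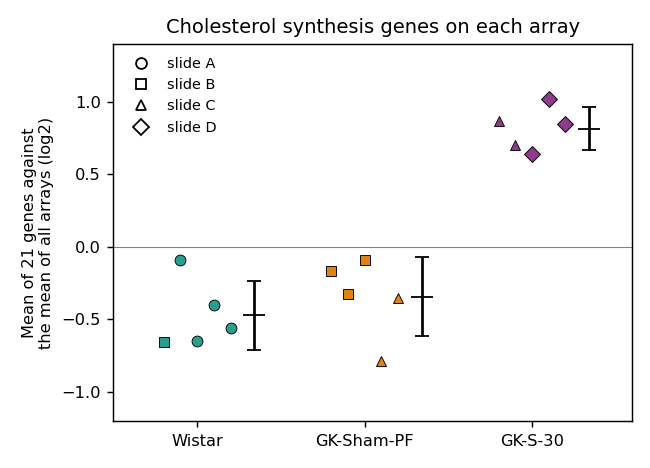
Mean log2 value of the 21 CHOL synthesis genes on each array, relative to each gene's mean over all arrays, by group and with the slide shown by the marker; lines give the group mean and SD (n = 5). GK-S-30 arrays lie between 0.64 and 1.02, above the highest GK-Sham-PF array at -0.09.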

We found that the relative mRNA levels of most enzymes related to CHOL synthesis were significantly increased in comparison with those in both Wistar and GK-Sham-PF rats (new changes) (Fig. 4a). For HMG-CoA reductase (Hmgcr), the rate-limiting enzyme in CHOL synthesis, relative mRNA level in RL was >2-fold higher in GK-S-30 rats than in either Wistar or GK-Sham-PF rats. Intestinal low-density lipoprotein (LDL) receptor (Ldlr) mRNA levels were significantly higher following RYGB, indicating increased internalization of LDL-CHOL from the blood into intestinal cells (Fig. 4a). ABCG5 and ABCG8 at the mRNA level were significantly reduced following RYGB (Fig. 4a), consistent with the concept that RL promotes extracellular CHOL transport across the brush border membrane to prevent excessive biliary CHOL loss^22^ (Fig. 4b).

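Abcg5 and Abcg8 lie side by side on chromosome 6, with probes from 8028067 to 8028126 and from 8077904 to 8078127 of rn4. Abcg5 had a log2 signal of 11.68 ± 0.59 in GK-S-30, 12.49 ± 0.38 in GK-Sham-PF and 12.11 ± 0.29 in Wistar rats (SD, n = 5 each). It fell by 0.80 against GK-Sham-PF (standard error 0.26), which passed by Tukey p (0.0334) and not by limma with adjustment over all genes (0.06). Without GK-Sham-PF replicate 5 (0.0432), GK-S-30 replicate 3 (0.0442) or GK-S-30 replicate 4 (0.0249) its adjusted p passed. Abcg8, at 6.72 ± 0.31, 7.39 ± 0.28 and 7.52 ± 0.30 (SD, n = 5 each), fell by 0.67 against GK-Sham-PF (standard error 0.18, limma adjusted p = 0.0267) and by 0.80 against Wistar rats (limma adjusted p = 0.00373). The first of these calls held in 21 of 28 alternatives and was lost without GK-Sham-PF replicate 1 (0.0712), GK-Sham-PF replicate 2 (0.0622), GK-S-30 replicate 1 (0.0657) or GK-S-30 replicate 5 (0.0691). Against Wistar rats, Abcg5 fell by 0.43 (limma adjusted p = 0.234).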

Precursors (e.g., ATP, acetyl-CoA) of CHOL synthesis may arise from beta-oxidation of fatty acids; however, this mechanism is not supported by mRNA expression of carnitine palmitoyl transferase (Cpt) and acyl-coenzyme A dehydrogenase (Acad) (Fig. 4a). These raw materials are usually derived from glucose (Fig. 4b). 

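Cpt1b fell by 0.32 against GK-Sham-PF (standard error 0.11, limma adjusted p = 0.0804, and 0.0227 by the Tukey comparison), and passed by limma without GK-S-30 replicate 4 (0.0457). Cpt2 fell by 0.23 (standard error 0.16, limma adjusted p = 0.413). Acadl, at 14.28 ± 0.25 in GK-S-30 and 14.70 ± 0.18 in GK-Sham-PF rats (SD, n = 5 each), fell by 0.43 (standard error 0.12, limma adjusted p = 0.0444), a call near the threshold that held in 9 of 28 alternatives and in 4 of the 15 that leave out 1 array. All 7 beta-oxidation genes of Fig. 4a were lower in GK-S-30 than in GK-Sham-PF rats, 2 of them past an adjusted p of 0.05 and 4 by Tukey p. The largest of these decreases was in Acaa1b, which fell by 1.19 (limma adjusted p = 0.0143). In a wider set of 20 beta-oxidation genes, none was higher, 9 passed, and the mean log2 fold change was -0.41 (camera adjusted p = 4.76e-07).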

Dietary glucose absorbed from their luminal side is strongly reduced in bile-deprived RL^9^; blood glucose taken up from the basolateral side must therefore be increased to meet the requirement for unusually high CHOL biosynthesis in RL.

To validate our hypothesis regarding unusually increased CHOL synthesis (mainly HDL-CHOL) in RL following RYGB, we measured total CHOL, LDL-CHOL, HDL-CHOL, and triglyceride (TG) levels in blood samples from the seven groups after overnight fasting. Total CHOL and LDL-CHOL were much lower in GK-S-30 than in GK-Sham-PF and GK (Fig. 4c, d). HDL-CHOL was much higher in GK-S-30 and GK-S-12 than in GK-Sham-PF and GK (Fig. 4e). LDL-CHOL profiles of GK-S-30R (RL excised) rats were significantly higher (*P* < 0.001) than those of GK-S-30 rats, and were not notably lower than those of GK rats. These findings indicate that RL contributes to HDL-CHOL, which decreases total CHOL and LDL-CHOL levels. In contrast, fatty acid biosynthesis is not increased in RL; TG levels in GK-S-30 and GK-S-30R were similar to each other and significantly lower than those in GK (Fig. 4f). The extremely low TG levels were due to reduced absorption without bile in rats with long RL (GK-S-30) or without RL (GK-S-30R). The greater amelioration of glucose and CHOL profiles in GK-S-30 than in GK-S-30R suggested that metabolic improvement was not associated with reduced TG absorption in RL, but rather with unusually high HDL-CHOL biosynthesis in RL.

### Confirming amelioration of diabetes in STZ rats with long-RL RYGB

We examined the possible beneficial effects of long-RL RYGB on metabolic parameters in another nonobese rat model (streptozotocin (STZ)-treated diabetic rats) to rule out limitations in data interpretation associated with use of a single-animal model. The same RYGB procedure performed in GK-S-30 rats was performed in STZ-treated diabetic rats (STZ-S-30), with nonoperated age-matched Wistar and STZ rats as controls. Three months after RYGB, body weight was significantly higher in STZ-S-30 rats than in STZ controls (Fig. 5a), and glycemic control in the STZ-S-30 rats was greatly improved (Fig. 5b–d). Lipid profiles showed that total CHOL, LDL-CHOL, and TG were significantly reduced in the STZ-S-30 group compared with the STZ group, whereas HDL-CHOL levels did not differ significantly among the Wistar, STZ-S-30, and STZ groups (Fig. 5e–h). To address these findings differently from those in GK rats with surgery, we used oral loading of [^14^C] glucose to confirm the increase in newly synthesized HDL-CHOL labeled by an isotope in STZ-S-30 rats following RYGB (Supplementary Fig. S3). Our results were consistent with the beneficial effects of long-RL RYGB in STZ rats, and confirmed that long RL is associated with amelioration of metabolic parameters.

**Fig. 5:**
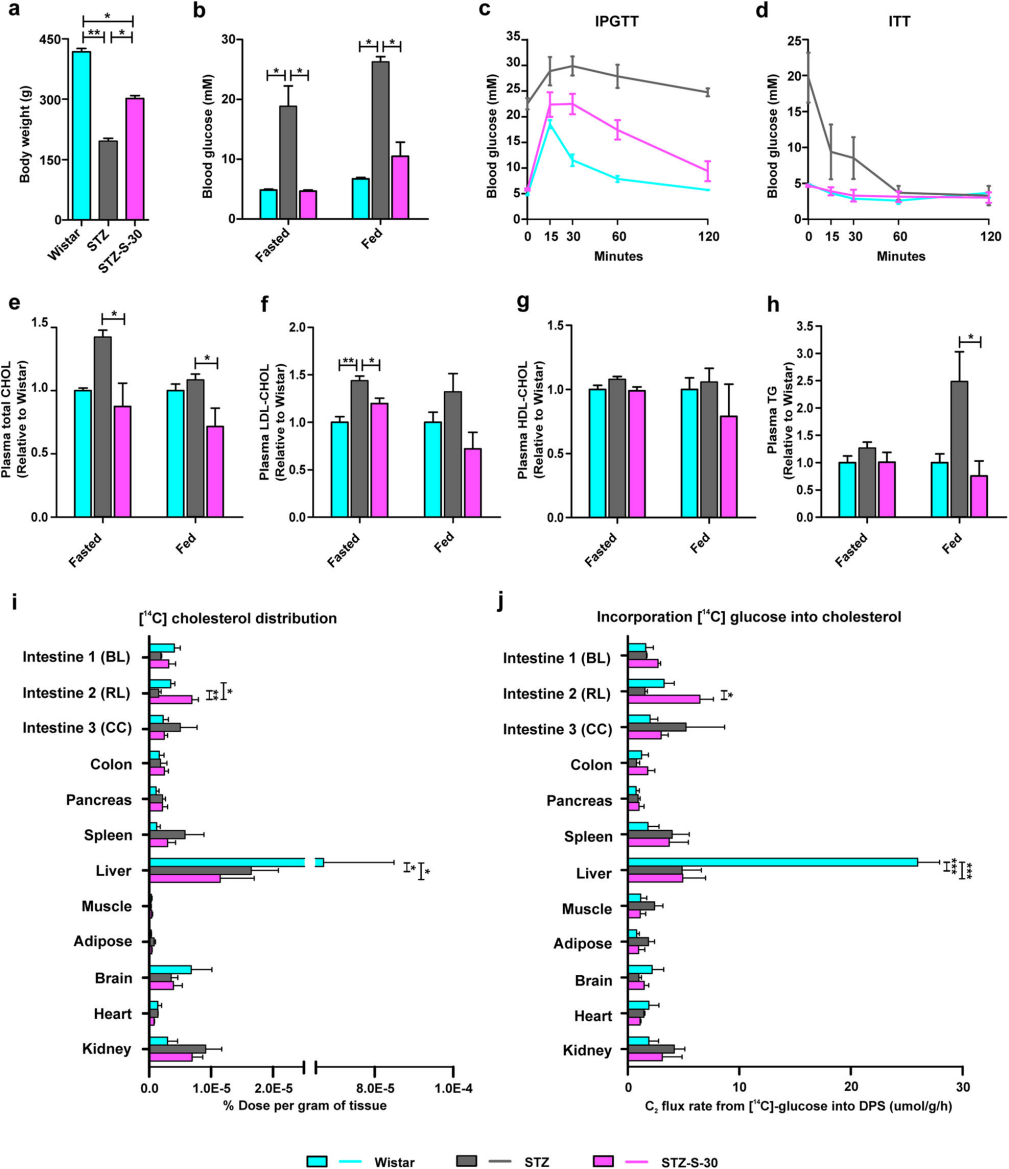
Amelioration of diabetes and changes in [^14^C] glucose metabolism in STZ-treated diabetic rats after long-RL RYGB. **a**–**j** Amelioration of diabetes in 30-cm RL RYGB STZ rats (STZ-S-30) was compared with both nonoperated STZ rats (STZ) and normal Wistar rats by measurement of physiological parameters 3 months postoperation. **a** Body weight. **b** Blood glucose. **c** IPGTT (1 g/kg glucose was injected i.p.). **d** Insulin tolerance test (ITT) (1 U/kg insulin was injected i.p.). **e** Plasma total CHOL. **f** Plasma LDL-CHOL. **g** Plasma HDL-CHOL. **h** Plasma TG. Rats were in fasted-overnight and fed states. **i** [^14^C] glucose was administered orally according to body weight. Three hours later, [^14^C] CHOL was precipitated and biodistribution was measured in the three groups. Newly synthesized CHOL from [^14^C] glucose was significantly increased in intestine 2 (RL) but remained low in liver. **j** [^14^C] glucose incorporation rate into CHOL. Data are expressed as µmol [^14^C] glucose incorporated into digitonin-precipitable sterols (DPS) per gram of tissue per hour. Data are expressed as mean ± SE. Statistically significant differences of means between groups were determined by ANOVA with Tukey’s multiple comparison test (in **a**–**h**, *n* ≥ 4; in **i** and **j**, *n* = 3 for each group), where *P < 0.05, **P < 0.01 for multiple comparisons among the three groups by ANOVA.

### Unusually high CHOL biosynthesis in RL by diversion of ingested [^14^C] glucose after RYGB

To further evaluate high CHOL biosynthesis as a new change in RL following RYGB, we analyzed isotope levels in CHOL following oral loading of [^14^C] glucose in long-RL RYGB (STZ-S-30), STZ, and Wistar groups. Three hours after oral loading of [^14^C] glucose, glucose biodistribution per gram (g) tissue was similar in the three groups, i.e., levels were highest in liver, brain, pancreas, and colon, and lowest in adipose tissue and muscle (Supplementary Fig. S4). Glucose uptake was 0.34 ± 0.12% dose per g tissue in RL of RYGB-treated rats vs. 0.17 ± 0.03% in corresponding intestine of STZ-treated rats, which was nearly twice as high but did not achieve significance by ANOVA test. We precipitated and quantified [^14^C] CHOL, which was newly synthesized from orally administered [^14^C] glucose (Fig. 5i). [^14^C] CHOL biodistribution was highest in liver for all three groups, and remained significantly lower in liver after RYGB in comparison with Wistar. Labeled CHOL distribution in intestine 2 did not differ significantly between STZ and Wistar. However, this labeled signal in RL (intestine 2) of STZ-S-30 was almost fourfold higher than that in STZ and twofold higher than that in Wistar (*P* = 0.0057 and 0.0419, respectively; Fig. 5i), and was considered an abnormal change. We calculated the ratio of CHOL biosynthesis to glucose disposal (Fig. 5j). Incorporation of [^14^C] glucose into CHOL was not recovered in liver after RYGB. However, in comparison with STZ, STZ-S-30 showed a significantly upregulated ratio of C_2_ flux into digitonin-precipitable sterols (DPS) in RL. These findings indicate an enhanced rate of glucose incorporation into CHOL synthesis per g tissue per hour in RL. The intestine contributes 30% of HDL-CHOL; we therefore measured newly synthesized plasma HDL-CHOL in RL of STZ-S-30 and STZ using a [^14^C] tracer, and observed a significant increase in newly synthesized plasma HDL-CHOL in STZ-S-30 (Supplementary Fig. S3).

## Discussion

Better understanding the mechanisms of diabetes remission independent of weight loss will facilitate selection of personalized surgical procedures, and development of new, less-invasive treatments for non-morbidly obese patients. In this study, we compared various RYGB procedures with differing RL lengths on metabolic parameters in nonobese diabetic rats. Amelioration of diabetes was greater in the long-RL RYGB group. Following improvement in a disease, we generally expect to see disease-related genes return completely or partially back to normal. However, transcriptome profiles in RL of GK-S-30 group were found to differ remarkably from those in corresponding segments of Wistar and GK-Sham-PF groups. According to functional analysis, RYGB surgery significantly affected a major gene group, i.e., the newly changed group, which was originally “normal” but became “abnormal” in the RYGB group, despite diabetes improvement. We hypothesize that novel “dysfunctions” carried by this newly changed gene group induced by RYGB rebalance diabetic states and contribute to amelioration of metabolic parameters. Unusually increased CHOL biosynthesis enriched by the newly changed group was concomitant with amelioration of metabolic parameters, as demonstrated by measurement of physiological parameters and biodistribution analysis using [^14^C]-labeled glucose. Our findings demonstrate RYGB-induced “dysfunctions” in the newly changed group as a compensatory role contributes to amelioration of diabetes. Rather than attempting to normalize “abnormal” molecules, we suggest a new disease treatment strategy of turning “normal” molecules “abnormal” in order to achieve a new “normal” physiological balance. It further implies a novel strategy for drug discovery, i.e., targeting also on “normal” molecules, which are traditionally ignored in pharmaceutical development.

This study systemically evaluated metabolic parameters in relation to RL length. Improved levels of plasma glucose and CHOL, particularly HDL-CHOL, were most notable in the long-RL RYGB group (GK-S-30) (Figs. 1b–e and 4c–f). In another nonobese rat model (STZ–treated diabetic rats), long-RL RYGB showed similar results (Fig. 5a–h and Supplementary Fig. 3), confirming that long-RL RYGB can be beneficial to diabetic patients independent of weight loss. Our study also included GK-S-30R group, in which RL was excised but BL and common limb lengths were identical to those of GK-S-30 group. Comparison of metabolic parameters between GK-S-30 and GK-S-30R indicated that RL, rather than BL and CC, plays key roles in CHOL homeostasis and may contribute to glycemic control following RYGB (Figs. 1b–e and 4c–f). Results for GK-S-30R control suggest that metabolic improvement is due to reprogrammed metabolism rather than to reduced absorption in RL. Gastrointestinal tract changes per se alter metabolism in both RL and whole body, providing physiological and quantitative observations for guiding RYGB procedure in diabetic patients. A clinical trial involving comparison of standard vs. distal RYGB revealed reduction in total and LDL CHOL, fasting glucose, and hemoglobin A1c levels, and elevation in HDL-CHOL levels after distal gastric bypass. Nutritional adverse effects, such as anemia, vitamin deficiency, secondary hyperparathyroidism, and loose stools, were more frequent after distal gastric bypass, although mean weight loss did not differ^23^. We propose long-RL RYGB for diabetic patients without morbid obesity; however, complete consensus guidelines with preoperative evaluations are necessary to avoid severe complications post-operation, and continued development of novel, less-invasive treatments is highly desirable.

Metabolic improvements following bariatric surgery in morbidly obese patients are always accompanied by weight loss and reduced food intake. It is therefore difficult to separate the contributions of these factors vs. the surgery per se. We observed greater improvement in glucose metabolism and lipid profiles in GK-S-30 relative to GK-S-30R rats, although weight loss was equivalent or greater in GK-S-30R, particularly in the beginning (Fig. 1c). GK rats provide a non-obese spontaneous type 2 diabetic animal model with gradually occurring hyperglycemia^24^. Weight loss following RYGB in GK rats has been repeatedly documented. In another non-obese STZ model in the present study, high-dose (50 mg/kg) STZ injection destroyed most pancreatic beta cells immediately, and hyperglycemia occurred the day after injection. Insulin is the major anabolic hormone. Because of greatly reduced beta cell number and presumably decreased insulin levels, body weights of STZ rats did not increase throughout the experiment. Weight gain of STZ rats after RYGB was consistent with results of previous studies^25^ and reflects amelioration of diabetes. The mechanism of weight gain in STZ rats undergoing RYGB may be due to increased pancreatic beta cell area^26^, reduced beta cell apoptosis^27^, increased beta cell proliferation^28^, and/or improved beta cell function^29^, as documented previously in rodents undergoing RYGB. The seemingly contradictory body weight changes in GK and STZ rats following RYGB strongly indicate weight-independent metabolic improvement after RYGB. Changes in food intake cannot account for the beneficial effects of RYGB, since we observed greater metabolic improvement in GK-S-30 despite the fact that food intake was equivalent in GK-S-3 and GK-Sham-PF (Fig. 1b). A sudden increase in food intake was observed in GK-S-30R (the group that has short bowel because of 30-cm small bowel resection) 6 wk after operation. Nutritional adaptations have been reported following small bowel resection in rats, including increased food intake, hyperplasia of remaining bowel remnant, and reduced gastric-inhibitory peptide secretion^30,31^. The sudden increase in our study in food intake in GK-S-30R after 6 wk may reflect an adaptation response to small bowel resection.

After examining transcriptomic profiles by systemic biology analysis, we found unexpectedly that physiological state of diabetes amelioration following RYGB differed remarkably from both normal and diabetic states (Fig. 2a, b). The majority of DEGs belonged to a newly changed group, which originally had expression levels that were similar in diabetes vs. normal, but underwent significant changes to “abnormal” despite diabetes remission. We therefore hypothesized that functional recovery of diabetes-associated genes is sometimes difficult, and newly emerging “dysfunctions” are induced in the body to play a compensatory role for rebalance and maintenance of a new improved state. Based on results of functional analysis (Fig. 3c and Supplementary Tables S3 and S4), we focused on glucose-associated CHOL metabolism to further evaluate the occurrence of “dysfunction” following RYGB and to test our rebalance model. Findings for both mRNA levels (Fig. 4a) and protein levels (Figs. 4c–f and 5i, j) indicated that increased de novo CHOL synthesis in RL was a new change. [^14^C] CHOL in RL of STZ-S-30 rats was nearly four- and twofold higher than in STZ and Wistar rats (Fig. 5i). C_2_ flux rate incorporated into DPS in intestine 2 did not differ significantly between STZ and Wistar, but was significantly higher in STZ-S-30 than in STZ (Fig. 5j). These normalized C_2_ flux rates include corrections for loss of [^14^C] during flow of carbon atoms through CHOL biosynthesis, but do not take into account dilution of acetyl-CoA from unlabeled precursors, such as glycogen and endogenously produced glucose. Bradley reported that suppression of endogenous glucose production in response to oral glucose ingestion returned to baseline level more rapidly following RYGB surgery (1.5 vs. 4 h)^29^. The rate of CHOL synthesis from [^14^C] glucose is, therefore, underestimated to a greater degree in STZ-S-30. Enhanced rate of glucose incorporation into CHOL in RL reflects a diversion of glucose to CHOL synthesis pathway, which may have a direct beneficial effect on glycemic control. These observations support our hypothesis that “normal” CHOL biosynthesis from glucose becomes “abnormally” high in RL following RYGB. Although plasma HDL-CHOL levels did not differ significantly between STZ and STZ-S-30 (Fig. 5g), we confirmed instantaneous increase of CHOL and HDL-CHOL biosynthesis from isotope-labeled glucose in RL in this model (Fig. 5i–j and Supplementary Fig. S3). HDL-CHOL is synthesized not only in small intestine but also in liver; the latter is the major source of plasma HDL-CHOL. Abnormal CHOL biosynthesis in RL had a direct improving effect on metabolic parameters, particularly lipid profiles, after RYGB (Fig. 4c–f for GK rat model and Fig. 5a–h and Supplementary Fig. S3 for STZ rat model), which extends our knowledge of the “midgut”. In the GK-S-30R group (lacking RL), bad CHOL (total-CHOL and LDL-CHOL) levels were strongly increased whereas HDL-CHOL was greatly reduced (Fig. 4c–e).

Can abnormally high CHOL biosynthesis in RL increase glucose uptake from plasma for glycemic control? Glucose sequestered in intestinal segments arises from two dynamic routes: (i) dietary glucose is absorbed from luminal side into intestine and then transferred to blood; (ii) blood glucose is taken up from basolateral side and used for intestinal metabolism. Baud reported that oral glucose absorption in RL was strongly reduced because of diminished sodium concentration^9^. To obtain glucose for enhanced CHOL biosynthesis, which requires costly glucose consumption to produce very large amounts of basic materials (e.g., acetyl-CoA, ATP, NADPH)^21^, blood glucose uptake by RL must be significantly increased to compensate for reduced glucose absorption from luminal side following RYGB surgery. In our study, glucose disposal in intestine 2 (i.e., RL) was higher (but not significantly so) following RYGB (Supplementary Fig. S4). In another study, when [^18^F]-fluorodeoxyglucose (FDG) was administered intravenously, in vivo PET/CT scanning revealed that RL displayed intense plasma FDG uptake 60 min after injection, and became a major tissue site for glucose disposal^12^. The reason for unchanged glucose distribution in our study is that samples were collected 3 h after oral [^14^C] glucose administration, which is a good time for study of newly synthesized CHOL from [^14^C] glucose^32^, but not for analysis of glucose distribution. After RYGB operation, there is almost no retardation in stomach pouch without pyloric sphincter. [^14^C] glucose reaches RL and CC within a few minutes, blood radioactivity returns to basal level 2 h after [^14^C] glucose consumption, and production of unlabeled endogenous glucose also returns rapidly to normal^29,32^. At the time tissues were collected in our study, most [^14^C] glucose had been incorporated into [^14^C] CO_2_ or sequestered by tissues for their own metabolism (e.g., fatty acid or CHOL biosynthesis). Therefore, despite the fact that glucose distribution remained unchanged in RL, level of glucose taken up from blood may have been significantly higher, contributing to improved glucose homeostasis after surgery (Fig. 5c).

It would be very interesting to evaluate the possibility that inhibition of proximal intestinal CHOL biosynthesis counteracts the beneficial effect of surgery on glucose homeostasis, and thereby assess the importance of this new change in amelioration of hyperglycemia. However, no drug (or corresponding mouse model) is currently available that inhibits CHOL biosynthesis only in the small intestine. Liver is the major organ for de novo CHOL biosynthesis, and controls total-CHOL, VLDL-CHOL, and LDL-CHOL levels in blood. Small intestine contributes to blood HDL-CHOL levels^33^. Application of statin drugs to inhibit whole-body CHOL biosynthesis has a greater effect on liver than on small intestine. In a study of statin therapy in gastric bypass patients, statins reduced total CHOL levels (mainly by inhibiting CHOL biosynthesis in liver) and increased HDL-CHOL levels (no inhibition of CHOL biosynthesis in small intestine). The authors concluded that use of statins with gastric bypass may be beneficial to patients by decreasing long-term cardiac risk^34^. Systemic drug screening studies are currently underway in our lab to find chemical reagents that specifically upregulate or downregulate CHOL biosynthesis in small intestine. Initial results indicate that such reagents are strongly involved in bile secretion. Such reagents may be developed as drugs to mimic or inhibit biomolecule changes following RYGB.

Our findings provide novel insights into the molecular mechanism of diabetes remission following RYGB, from the perspective of systems biology; i.e., metabolic rebalance by making “normal” functions “abnormal” in the newly changed group. We found 2175 newly changed DEGs in RL. Of these, 935 are marked in KEGG, and 230 genes were mapped into metabolic pathways (Supplementary Table S3). Among these pathways, we picked cholesterogenesis as one of the many examples of “dysfunctions” induced by RYGB, and provided support for our rebalance model by showing that this new change has an improving effect on lipid profiles and glycemic control in nonobese diabetic rat models. Our findings do not rule out possible contributions by other weight-independent mechanisms. Such potential mechanisms include RL hyperplasia^35^, Glut 1 re-expression in RL^12^, increased fecal calorie output^36^, and alteration of metabolic profile independent of insulin secretion induced predominantly by rearrangement of gastrointestinal tract^16^. Many such mechanisms represent "abnormal" changes, consistent with wide occurrence of “dysfunctional” pathways in RYGB. Through deconstruction and better understanding of the rebalance model, we can target not only disease relevant gene but also generally ignored “normal” biomolecules to develop less-invasive therapies for obesity and diabetes.

## Materials and methods

### Animals

Male 14-wk-old nonobese spontaneous diabetic GK rats and Wistar rats of a Japanese colony were purchased from the National Rodent Laboratory Animal Center (Shanghai, China) and maintained under constant ambient temperature and humidity with a 12-h light/dark cycle and with free ad lib assess to water and standard laboratory chow unless otherwise specified. Three age-matched groups were used as controls: untreated GK (GK), sham-operated and pair-fed GK (GK-Sham-PF), and normal controls (Wistar). For STZ treatment, Wistar rats were injected i.p. with 50 mg/kg STZ (Sigma-Aldrich; St. Louis, MO, USA) dissolved in citrate buffer (0.1 M sodium citrate, pH 4.5). Only rats with blood glucose levels >300 mg/dl the day after injection were studied further. The rate of success in modeling was ~70 percent. Age-matched normal male Wistar and untreated STZ rats were used as controls. Using two different models help to specifically reduce the evoked weight loss effects. All experiments were in compliance with NIH guidelines and the Guide for the Care and Use of Laboratory Animals and were approved by the Chinese Academy of Science Institutional Animal Care and Use Committee.

### Surgical procedures

In this study, the total length of the small intestine from the upper jejunum to the ileocecal valve in adult rats was ~100 cm, as evaluated by peer rats, in agreement with a previous report^37^. A BL was formed as the first section of the intestine from the lower portion of the stomach to a point 16 cm distal to the ligament of Treitz^24^. The end of this limb was joined at various sites of the intestine and rearranged into a Y-configuration to create various RL lengths. The RL was connected to the upper portion of the stomach and passed food to a CC. The different RYGB procedures were 3 cm RL in length for the GK-S-3 group, 12 cm for the GK-S-12 group, and 30 cm for the GK-S-30 group (Fig. 1a). In comparison with rats in the GK-S-30 group, rats in the GK-S-30R group had an equivalent BL, side-to-side jejunoileal anastomosis, and CC, but 27 cm of the 30-cm-RL was excised to leave only 3 cm.

Operations were performed on 16-wk-old GK rats after overnight fasting and under continuous isoflurane anesthesia. The abdomen was opened by a midline incision, and the stomach was mobilized by opening the lesser sac through the greater omentum. The body of the stomach was divided into two pouches between the glandular portion and gastric fundus. The vagus nerve and accompanying right and left gastric vasculature were gently dissected from the lesser curve to avoid damage. A BL extending 16 cm from the ligament of Treitz was transected. The proximal segment was drained into various sites on the small intestine, depending on the surgical group, using a side-to-side anastomosis. The distal segment was anastomosed to the gastric remnant. For the GK-S-30R RL excised group, a 27-cm RL was first excised following ligation of corresponding mesenteric vessels and then connected to the gastric remnant. The abdominal incision was closed by straticulate saturation. For sham-operated animals, following laparotomy, an incision was made at a site 16 cm distant from the ligament of Treitz and then reconnected by side-to-side anastomosis without intestinal rearrangement. The intestine was gently handled for another 30 min before closure of the incision.

After operations, animals were allowed to recover in a warm box and then returned to the animal facility, where they were administered buprenorphine and ampicillin for 3 days. Animals in the surgical groups and GK-Sham-PF group were given only purified water for 12 h following surgery. This provision was followed by a liquid diet containing 5% glucose and 0.2% KCl for the next 48 h and then standard laboratory chow until the end of the study.

Surgical techniques and recovery procedure for STZ-S-30 rats were the same as those for GK-S-30 rats as described above.

### Food intake and body weight monitoring

Preweighed pellets were placed in the cage, and recovered food was weighed the next day to calculate the daily food consumption. The average amount of consumed food for each surgical group was calculated, and an amount equal to the lowest of these values was given to the GK-Sham-PF group. The above procedure was repeated once per wk for the surgical groups, and the food amount for the GK-Sham-PF group was adjusted as needed.

Body weight was measured 1 day before surgery. After surgery, body weight was measured every day for 7 days and once per wk thereafter.

### OGTT and IPGTT

These tests were performed at 11 and 12 wk postoperation in 16-h fasted rats. For OGTT, 2 g/kg glucose was administered orally. For IPGTT, 1 g/kg glucose was injected into the abdomen. Blood glucose levels in tail vein blood were measured at 0, 30, 60, and 120 min. AUC was calculated to estimate glucose tolerance.

### Whole-genome expression profiles

Fourteen wk postoperation, animals were fasted overnight and sacrificed in the morning (between 9 and 11 a.m.). A 5-cm RL segment was cut 5 cm away from the intestinal gastric anastomosis in the GK-S-30 group. The corresponding segments were 21–26 cm from the ligament of Treitz for the Wistar and GK-Sham-PF groups without intestinal rearrangement. For each group, five samples were frozen immediately in liquid nitrogen and stored at −80 °C until microarray analysis.

To assess whole-genome expression, we individually extracted total RNAs from RL samples using TRIZOL Reagent (Life Technologies) and checked for an RIN number to inspect the RNA integrity by an Agilent Bioanalyzer 2100 (Agilent Technologies). The qualified total RNAs were further purified using an RNeasy Mini Kit (QIAGEN) and RNase-Free DNase Set (QIAGEN). Then, total RNAs were amplified and labeled with a One-Color Low Input Quick Amp Labeling Kit (Agilent) according to the manufacturer’s instructions. Array hybridization and washing were performed with constant rotation on the whole rat genome gene expression slide (Agilent). Slides were scanned by a microarray scanner (Agilent) with default settings. Data were extracted using the Feature Extraction software program 10.7 (Agilent), and raw data were normalized using the Quantile algorithm, Gene Spring software program 11.0 (Agilent). All microarray data were deposited into the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE126835.

To identify DEGs, we compared gene expression intensities among samples at two different time points using analysis of variance (ANOVA) with Tukey’s multiple comparison test (two-tailed *P* value < 0.05).

### Assays

Glucose was measured by a glucometer (Accu-check, Roche; Indianapolis, IN, USA). Blood samples were kept on ice until plasma preparation (centrifugation at 3000 rpm for 15 min at 4 °C). Plasma was immediately separated and stored at −80 °C until analysis. TG, total-CHOL, HDL-CHOL, and LDL-CHOL from plasma and intestinal supernatant were measured using Chemix-180 (Sysmex Corp.; Mundelein, IL, USA).

### Measurement of [^14^C] glucose biodistribution in vivo

Biodistribution of [^14^C]-labeled glucose in vivo was determined as described previously^38^. Rats were fasted overnight and then gavaged with 250 μCi/kg [^14^C] glucose (New England Nuclear; Boston, MA, USA). After 3 h, liver, spleen, colon, whole blood, pancreas, brain, kidney, heart, brain, adipose, and muscle tissues were cut and weighed. An interval of 3 h was chosen based on a previous study^39^. In the STZ-S-30 group, the intestine was divided into three parts (BL, RL, and CC), which were collected separately and termed intestines 1, 2, and 3, respectively. In the diabetic control group, the intestine was cut into three parts corresponding to BL, RL, and CC. The intestine was washed twice with PBS, and all other tissues were directly minced and saponified according to tissue weights. To determine [^14^C] glucose biodistribution in vivo, 200 μl of saponified samples of all tissues and plasma were collected, and [^14^C] content was determined by liquid scintillation counting.

### Measurement of newly synthesized CHOL from [^14^C] glucose in vivo

This procedure was as described previously^20^ with some modification. Samples were saponified by adding 2 ml of 2.5 M KOH and 2 ml of anhydrous ethanol per g tissue or per milliliter of plasma and heating at 75 °C for 3 h. Samples were then extracted with petroleum ether to remove unsaponifiable lipids. CHOL was precipitated as digitonides by adding 200 μl of 2% digitonin per g tissue or per ml plasma and standing overnight. Samples were centrifuged at 4500 rpm for 30 min, and DPS were washed successively with water, acetone, and diethyl ether. DPS were quantitated using a color development with ferric chloride. Scintillation solution was added to each vial according to the weight, [^14^C] content was measured by scintillation counting, and ratio of glucose incorporated into CHOL was calculated. Data were expressed as µmoles of radioactive glucose incorporated into DPS per g tissue per h. Incorporation rate was calculated by dividing dpm of [^14^C] in DPS by specific activity of [^14^C] glucose in the tissue. To correct for loss of 33% of radioactivity as CO_2_ during sterol biosynthesis, [^14^C] glucose incorporation rates were multiplied by a factor of 1.5. A second correction term was introduced into the calculations in order to express incorporation rates as µmol C_2_ units (i.e., acetyl-CoA into DPS); rates of incorporation were multiplied by a factor of 1.2 (ref. ^40^).

Newly synthesized HDL-CHOL was assayed as previously described^41^. In brief, 50 μl of 4% sodium phosphotungstate and 12.5 μl of 2 M MgCl_2_ were added to 500 μl of plasma. Precipitation of LDL and very low-density lipoprotein (VLDL) occurred immediately. Precipitate was removed by centrifugation (10 min, 6000×*g*), and remaining CHOL in solution was regarded as HDL-CHOL. CHOL in solution was precipitated and measured by scintillation counting of [^14^C] content as above.

### Four transition groups of DEGs

To evaluate potential RYGB/diabetes-associated biological functions affected by the identified genes, we mapped DEGs into four transition groups, i.e., positive, unchanged, newly changed, and opposite groups against surgery, as shown in Fig. 2d. The positive group included genes without significant differences between GK-S-30 and Wistar but with significant differences between GK-Sham-PF and Wistar or between GK-Sham-PF and GK-S-30. The unchanged group included genes without significant differences between GK-S-30 and GK-Sham-PF but with significant differences between GK-Sham-PF and Wistar or between GK-S-30 and Wistar. The opposite group included genes with significant differences among GK-PF, GKS, and Wistar, while opposite changing directions in GKS and Wistar were in reference to those in GK-PF. The newly changed group included genes without significant differences between Wistar and GK-Sham-PF but with significant differences between GK-S-30 and Wistar or between GK-S-30 and GK-Sham-PF. The four transition groups were defined in comparison with surgery.

### Functional analysis

The Kyoto Encyclopedia of Genes and Genomes (KEGG)^42^ was used for canonical pathway detection and functional annotations of genes of the four transition groups. We then estimated enrichment significance of specific proteins in each biological process or pathway based on a hypergeometric test. Significantly enriched functions were chosen on the basis of corresponding *P* value < 0.05 after FDR correction.

Enrichment analysis was performed as described previously^24^. In brief, signatures were characterized using known gene sets with biological functions. We adopted the gene sets in CP (canonical pathways from KEGG, BICARTA, and Reactome) of C2 (curated gene sets) in MSigDB, which contained 871 gene sets that were manually curated from previous reports. We then estimated enrichment probability of genes in the expression signature for each gene set based on hypergeometric probability. If the gene set is composed of *k* genes and *l* genes are detected in the period-specific signature, the probability is calculated as:

$$p\left( {X \le l} \right) = 1 - \mathop {\sum}\limits_{i = o}^1 {\frac{{\left( {\frac{M}{I}} \right)\left( {\frac{{N - M}}{{k - i}}} \right)}}{{\frac{N}{k}}}},$$

where *M* and *N* are the total numbers of genes in the period-specific signature and in the gene set, respectively. The significance probability was set to 0.05.

## Supplementary information

Supplementary Material

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

## References

[1] Giovannucci E (2010). Diabetes and cancer: a consensus report. Diabetes Care.

[2] Pearson-Stuttard J (2018). Worldwide burden of cancer attributable to diabetes and high body-mass index: a comparative risk assessment. Lancet Diabetes Endocrinol..

[3] Rubino F (2016). Metabolic surgery in the treatment algorithm for type 2 diabetes: a joint statement by International Diabetes Organizations. Diabetes Care.

[4] Brito JP, Montori VM, Davis AM (2017). Metabolic surgery in the treatment algorithm for type 2 diabetes: a joint statement by International Diabetes Organizations. JAMA.

[5] Caiazzo R (2014). Roux-en-Y gastric bypass versus adjustable gastric banding to reduce nonalcoholic fatty liver disease: a 5-year controlled longitudinal study. Ann. Surg..

[6] Liou AP (2013). Conserved shifts in the gut microbiota due to gastric bypass reduce host weight and adiposity. Sci. Transl. Med..

[7] Rhee NA (2015). Effect of Roux-en-Y gastric bypass on the distribution and hormone expression of small-intestinal enteroendocrine cells in obese patients with type 2 diabetes. Diabetologia.

[8] Madsbad S, Holst JJ (2014). GLP-1 as a mediator in the remission of type 2 diabetes after gastric bypass and sleeve gastrectomy surgery. Diabetes.

[9] Baud G (2016). Bile diversion in Roux-en-Y gastric bypass modulates sodium-dependent glucose intestinal uptake. Cell Metab..

[10] Kuipers F, Groen AK (2014). FXR: the key to benefits in bariatric surgery?. Nat. Med..

[11] Patti ME (2009). Serum bile acids are higher in humans with prior gastric bypass: potential contribution to improved glucose and lipid metabolism. Obesity (Silver Spring).

[12] Saeidi N (2013). Reprogramming of intestinal glucose metabolism and glycemic control in rats after gastric bypass. Science.

[13] Cohen R, Pinheiro JS, Correa JL, Schiavon CA (2006). Laparoscopic Roux-en-Y gastric bypass for BMI < 35 kg/m(2): a tailored approach. Surg. Obes. Relat. Dis..

[14] Li QR (2018). Systems signatures reveal unique remission-path of type 2 diabetes following Roux-en-Y gastric bypass surgery. EBioMedicine.

[15] Laferrere B (2008). Effect of weight loss by gastric bypass surgery versus hypocaloric diet on glucose and incretin levels in patients with type 2 diabetes. J. Clin. Endocrinol. Metab..

[16] Lu Z (2018). Non-insulin determinant pathways maintain glucose homeostasis upon metabolic surgery. Cell Discov..

[17] Stefanidis D, Kuwada TS, Gersin KS (2011). The importance of the length of the limbs for gastric bypass patients-an evidence-based review. Obes. Surg..

[18] Brolin RE (2005). Long limb Roux en Y gastric bypass revisited. Surg. Clin. North Am..

[19] Li M, Zeng T, Liu R, Chen L (2014). Detecting tissue-specific early warning signals for complex diseases based on dynamical network biomarkers: study of type 2 diabetes by cross-tissue analysis. Brief. Bioinform..

[20] Dietschy JM, Siperstein MD (1965). Cholesterol synthesis by the gastrointestinal tract: localization and mechanisms of control. J. Clin. Invest..

[21] Bloch K (1965). The biological synthesis of cholesterol. Science.

[22] Yu L (2002). Overexpression of ABCG5 and ABCG8 promotes biliary cholesterol secretion and reduces fractional absorption of dietary cholesterol. J. Clin. Invest..

[23] Risstad H (2016). Standard vs distal Roux-en-Y gastric bypass in patients with body mass index 50 to 60: a double-blind, randomized clinical trial. JAMA Surg..

[24] Zhang R (2013). Association of Rev-erbalpha in adipose tissues with type 2 diabetes mellitus amelioration after gastric bypass surgery in Goto-Kakizaki rats. Am. J. Physiol. Regul. Integr. Comp. Physiol..

[25] Shuang J (2015). Relief of diabetes by duodenal-jejunal bypass sleeve implantation in the high-fat diet and streptozotocin-induced diabetic rat model is associated with an increase in GLP-1 levels and the number of GLP-1-positive cells. Exp. Ther. Med..

[26] Speck M, Cho YM, Asadi A, Rubino F, Kieffer TJ (2011). Duodenal-jejunal bypass protects GK rats from {beta}-cell loss and aggravation of hyperglycemia and increases enteroendocrine cells coexpressing GIP and GLP-1. Am. J. Physiol. Endocrinol. Metab..

[27] Chai F (2011). Adiponectin downregulates hyperglycemia and reduces pancreatic islet apoptosis after roux-en-y gastric bypass surgery. Obes. Surg..

[28] Li Z (2010). Roux-en-Y gastric bypass promotes expression of PDX-1 and regeneration of beta-cells in Goto-Kakizaki rats. World J. Gastroenterol..

[29] Bradley D (2012). Gastric bypass and banding equally improve insulin sensitivity and beta cell function. J. Clin. Invest..

[30] Young EA, Weser E (1974). Nutritional adaptation after small bowel resection in rats. J. Nutr.

[31] Yanala UR, Reidelberger RD, Thompson JS, Shostrom VK, Carlson MA (2015). Effect of proximal versus distal 50% enterectomy on nutritional parameters in rats preconditioned with a high-fat diet or regular chow. Sci. Rep..

[32] Falken Y, Hellstrom PM, Holst JJ, Naslund E (2011). Changes in glucose homeostasis after Roux-en-Y gastric bypass surgery for obesity at day three, two months, and one year after surgery: role of gut peptides. J. Clin. Endocrinol. Metab..

[33] Kruit JK, Groen AK, van Berkel TJ, Kuipers F (2006). Emerging roles of the intestine in control of cholesterol metabolism. World J. Gastroenterol..

[34] Perna M, Baker M, Byrne TK, Morgan K (2011). Statins and the bariatric patient: characterization and perioperative effects of statin therapy in the gastric bypass patient. Am. Surg..

[35] Cavin JB (2016). Differences in alimentary glucose absorption and intestinal disposal of blood glucose after Roux-en-Y gastric bypass vs sleeve gastrectomy. Gastroenterology.

[36] Saeidi N (2012). Sleeve gastrectomy and Roux-en-Y gastric bypass exhibit differential effects on food preferences, nutrient absorption and energy expenditure in obese rats. Int. J. Obes. (Lond.).

[37] Brown RC, Kelleher J, Losowsky MS (1979). The effect of pectin on the structure and function of the rat small intestine. Br. J. Nutr..

[38] Brunham LR (2006). Intestinal ABCA1 directly contributes to HDL biogenesis in vivo. J. Clin. Invest..

[39] Daniel RS, Devi KS, Augusti KT, Sudhakaran Nair CR (2003). Mechanism of action of antiatherogenic and related effects of Ficus bengalensis Linn. flavonoids in experimental animals. Indian J. Exp. Biol..

[40] Kovanen PT, Nikkila EA, Miettinen TA (1975). Regulation of cholesterol synthesis and storage in fat cells. J. Lipid Res..

[41] Burstein M, Scholnick HR, Morfin R (1970). Rapid method for the isolation of lipoproteins from human serum by precipitation with polyanions. J. Lipid Res..

[42] Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K (2017). KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

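Intestinal RNA of 15 rats was measured, 1 array per rat, in 5 Wistar, 5 GK-Sham-PF and 5 GK-S-30 rats, and the condition of each array was taken from the sample records. The methods describe total RNA labelled with 1 dye, hybridization to Agilent whole rat genome arrays, reading with Feature Extraction and quantile normalization in GeneSpring. The file of each array holds intensity values that the authors deposited as Feature Extraction wrote them (version 10.7.3.1 by the file headers): the processed signal, from which the software had subtracted local background and a spatial trend within the array and which was not normalized between arrays, and the mean signal and median background of each spot. The series matrix holds log2 values, and the authors had taken the log2 of the processed signal and quantile-normalized it between arrays before deposit, as the methods state; all 15 columns share 1 distribution.

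Each array file has 45018 spots, 43379 of them outside the controls, for 41012 probes. Control spots and spots marked as nonuniform or population outliers were left out, and none of the remaining spots was marked as saturated. The spots of a probe were averaged and log2 values were quantile-normalized with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 read the files and matplotlib 3.10.9 drew the figures). Values are relative, since the arrays carry no scale to molecule numbers and quantile normalization assumes that most genes keep their level. Probes were given present gene symbols from a table of RefSeq names (assembly GRCr8), 17541 through an accession, 3100 through the symbol and 540 through a synonym, and 1322 kept the file's name. The 18509 probes without a gene name were left out of the tests because the paper's statements are about named genes. A probe was tested if it was well above background on every array of at least 1 group. This left 17028 probes of 13023 genes, and a gene with several tested probes (3220 genes) was represented by the brightest over all arrays; 18 genes had a missing value. Probe positions are those of the files' annotation (rn4) and were not mapped again. On single arrays between 66.7% and 74.8% of probes were well above background, and the median standard error of a log2 fold change was 0.15.

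All 3 pairs of groups were compared in 1 limma model over the 15 arrays (lmFit, contrasts.fit, eBayes) without covariates, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes at 0.05. Beside it, the methods' comparison was run, a one-way model of each gene with Tukey's correction for the 3 pairs at 0.05. Genes past it in any pair were assigned to the 4 transition groups after the paper's definition. Where 1 pair differed, the pair with the largest Tukey p gave the group, and where all 3 differed, a gene was opposite if the mean of GK-Sham-PF lay between those of the other groups and positive if not. Overlaps were tested with the hypergeometric distribution, separation with the silhouette width over all partitions of the arrays, and the neighbors listed in Table S2 with 10000 permutations of the transition labels. Gene sets written by hand (CHOL synthesis, other SREBP2 targets, LXR targets, FXR targets, glycolysis, gluconeogenesis, TCA cycle, beta-oxidation, fatty acid synthesis, smooth muscle, epithelium, pancreatic acinar, gastric, enteroendocrine, goblet, proliferation, MHC class II and blood genes) were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 54 tests, with fry beside it, which tests a set without comparing it with the other genes. Sets of genes for distal and proximal intestine were written later, before their test. Single values were compared with exact permutation tests. Genes are named in the text if the Results or Fig. 4a name them, if they belong to a described set, or if they are among the 5 largest rises or falls between GK-S-30 and GK-Sham-PF or between GK-Sham-PF and Wistar rats that passed and whose arrays did not overlap; other names were chosen after their values were seen, as said beside them. Some genes of Fig. 4a are not reported singly; they stay in counts and sets but were left out of the search for outlying arrays. Where a group is never above background, a fold is given as a lower bound against the background level.

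The procedure was tested on simulated data with the spread of these arrays, in which 200 of 13023 genes were changed in GK-S-30. Against Wistar, limma recovered 37.3% of genes with a log2 change of 0.5, 73.1% with a change of 1 and 98.5% with a change of 2, with 8 unchanged genes called, and no gene was called between GK-Sham-PF and Wistar, where none had been changed. Against GK-Sham-PF, limma recovered 38.8% (26 genes), 80.6% (54) and 98.5% (65) at the same changes, with 12 unchanged genes called. Counts of genes were also computed for 100 regroupings of the arrays and for 100 simulations without group differences.

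The alternatives tried were scaling to the 75th percentile, normexp background correction (offset 50), no filter on dim probes, a filter on all 15 arrays, the mean of a gene's probes, the authors' matrix, slide as a fixed or a random block, the replicate number as a block, leaving out each array, only the 2 groups compared, other tests and thresholds, single-pair genes left unassigned, another background for the overlap, other genes or no centring for the separation, and an inter-gene correlation estimated from the data. Added after values were seen were unnamed features kept, the authors' matrix with the mean of probes and no filter together, pairwise comparisons, and leaving out both dimmer arrays. Scan date coincides with slide and was not run separately. Plasma values, protein measurements and cell experiments of the paper were not analysed here, and enrichment of pathways and the interaction network were used only as far as the supplementary tables list them.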

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

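The comparison of the smooth muscle markers with their set's mean was read after their values were seen, and the distal and proximal gene lists were written after Slc10a2 and Fabp6 had drawn attention; the other tests of this part were set earlier. In 261 groups of 5 values, 23 held an array far from the other 4, against about 13 that chance gives (1 in 20), and 14 of the 23 were on the 2 dimmer arrays. Wistar replicate 3 stood apart in its 75th percentile (224.5, the other Wistar arrays 330.5 to 371.1), on the first and second principal components (42.79 against 32.79 to 35.51, and 34.27 against -18.17 to -14.83), in the glycolysis set (-0.3017 against -0.1049 to -0.0281), and in Gapdh (15.93 against 16.37 to 16.41), Mdh2 (13.63 against 14.65 to 14.83) and Ogdh (12.48 against 13.46 to 13.62). GK-Sham-PF replicate 5 stood apart in its 75th percentile (224.5, the others 352.9 to 383.7), on the second component (44.84 against -4.305 to 5.942), in the sets of glycolysis (-0.2415 against -0.0584 to 0.011), TCA cycle (-0.1713 against 0.0408 to 0.0619) and gastric genes (0.167 against -0.3079 to -0.1741), and in Pdhx (5.986 against 6.887 to 7.044) and St6galnac1 (13.74 against 14.14 to 14.28). After normalization the deviations of these 2 arrays from their groups correlated at 0.573, although the rats differ in strain and the arrays lie on different slides. Trends with the GC content of the probe were small in both, 0.0181 and 0.0457 in size against a highest value of 0.169 among the other 13 arrays, which argues against a GC trend. A difference in labelling or hybridization that does not follow GC content may remain and cannot be told apart from a difference in the 2 RNA samples or rats, since each rat has 1 array; no biological explanation was tested.

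Single values stood apart on other arrays. On GK-Sham-PF replicate 4 these were the SREBP2 targets outside synthesis (-0.7073 against -0.2791 to -0.1083), the smooth muscle set (0.2745 against -0.8214 to -0.554) and Pkm (13.61 against 13.91 to 14.03). On Wistar replicate 1 they were the percent of probes well above background (74.77 against 69.15 to 70.63) and St6galnac1 (2.323 against 1.247 to 1.312), which is at background in Wistar rats. The rest were Cyp17a1 on GK-S-30 replicate 1 (14.11 against 14.49 to 14.56), Dnase1 on GK-Sham-PF replicate 3 (17.17 against 17.56 to 17.66), Ifit1 on Wistar replicate 2 (3.017 against 1.043 to 1.084) and Idh3g on Wistar replicate 5 (14.97 against 15.09 to 15.12). No explanation was tested for these, and about 13 such arrays are expected by chance over all 261 groups.

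Between GK-S-30 and GK-Sham-PF rats, the largest changes outside the genes the paper discusses were rises in Mptx1 (log2 fold change 8.64, limma adjusted p = 0.000837), Duox2 (6.26, 4.94e-06), Reg1a (5.01, 0.000213), Il1rl1 (3.52, 0.00112) and Slc10a2 (3.44, 9.31e-06), and falls in Dnase1 (-2.72, 5.09e-05), Nr0b2 (-2.38, 0.00318) and Cyp2b2 (-2.37, 0.0196). For each of them the 5 arrays of one group did not overlap with the 5 of the other. Mptx1 was well above background on all 5 GK-S-30 arrays, on 2 GK-Sham-PF arrays and on 1 Wistar array, so the size of its rise rests in part on values at background. With slide as a fixed block the adjusted p of Mptx1 was 0.0547, against a lowest of 6e-05 over its alternatives. A second probe of Il1rl1 gave -0.15, so that the rise rests on 1 probe. Slc10a2 encodes the bile acid transporter of the ileum, and Fabp6, another ileal bile acid gene, rose by 1.71 (limma adjusted p = 0.0192; 0.0519 without GK-Sham-PF replicate 2 and 0.052 without GK-S-30 replicate 5). Slc10a2 was lower in GK-Sham-PF than in Wistar rats, by a log2 fold change of -2.41. A more distal identity of the sampled piece was one explanation. The 7 other distal genes had a mean log2 fold change of -0.25, 3 of them higher (0.939 by camera), with Cubn at -2.20 (limma adjusted p = 0.0463) and Gcg at 0.42 (0.0466), and 10 proximal genes had a mean of 0.25 (0.103 by camera), with Slc11a2 at 1.50 (0.0418) and Sct at 0.89 (0.0107). Members of each list went both ways, so a shift in identity of some genes may remain and cannot be told apart from regulation of the 2 genes alone. Lower bile exposure of the Roux limb was another, since bile acids activate FXR. Of 4 tested FXR targets 2 were higher and 2 lower, with a median of 0.08 and a camera adjusted p of 0.989; the fall of Nr0b2 goes with lower exposure and the rise of Fabp6 against it. The set of 4 is too small and too mixed to decide, and bile acids were not measured in these samples. The methods place the sampled pieces at corresponding sites of the original intestine, while the surgery and the passage of food and bile differ between these groups together and were not tested apart.

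Between GK-Sham-PF and Wistar rats, the largest changes were higher values in GK-Sham-PF of St6galnac1 (at least 1760-fold, limma adjusted p = 3.25e-15, never above background in Wistar), RT1-Ba (log2 fold change 7.66, 9.6e-09, above background on 1 Wistar array), Art2b (6.15, 3.96e-13), Ifit1 (at least 16.3-fold, 2.14e-07) and Adh4 (4.77, 0.00381, above background on 2 Wistar arrays), and lower values of Cdc25a (at least 53.7-fold lower, 6.11e-08), Cmahp (-5.38, 8.33e-11), Ugt2b35 (-5.29, 2.99e-07), Akr1b8 (-5.10, 7.78e-10) and Lypd8l2 (-4.72, 2.98e-08), each without overlap between the 5 arrays of one group and the 5 of the other. The sizes given for RT1-Ba and Adh4 rest in part on values at background, and with slide as a fixed block the adjusted p of Adh4 was 0.249, against a lowest of 2.61e-05 over its alternatives. The place of Ifit1 among the largest rises follows its fitted log2 fold change of 5.90, which also rests on values at background, and not its lower bound. Strain and diabetes are confounded here. A strain variant under a probe would spare the gene's other probes. Among genes with a change of at least 2-fold, other probes showed under 50% of the change in 40.8% (20 of 49) for this pair and in 25% (13 of 52) for GK-S-30 against GK-Sham-PF, where the strain is the same (Fisher's exact test, p = 0.137), and a second probe of Art2b gave 6.17. Variants under some probes thus cannot be told apart from true differences, as most genes have 1 probe. Haplotypes that differ between the strains would place changed genes side by side, and 45.0% of such genes with a position (136 of 302) lay within 1 Mb of another, against a median of 108 genes in random draws (permutation p = 0.0038). For GK-S-30 against GK-Sham-PF this was 37.4% (104 of 278, median 94 in random draws, permutation p = 0.167), and the difference between the 2 pairs was not tested. Inherited differences between the strains may therefore account for part of the large changes, and which part is diabetes remains open.

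Gene sets outside those the paper discusses also changed. The MHC class II set was higher in GK-Sham-PF than in Wistar rats by a mean of 1.581 with 6 of 6 genes higher (median 0.27, camera adjusted p = 0.000434), a mean that rests on few genes, among them RT1-Ba, which shares the question of strain variants (40.8%) above. In GK-S-30 against GK-Sham-PF rats it was lower, by -0.504, with 0 of 6 genes higher and 3 past an adjusted p of 0.05 (camera adjusted p = 0.00136). The enteroendocrine set was lower in GK-Sham-PF than in Wistar rats (-0.36, 2 of 11 higher, 0.0183; 0.0527 without GK-Sham-PF replicate 2 and 0.0567 without Wistar replicate 3) and higher in GK-S-30 than in GK-Sham-PF rats (0.273, 8 of 11 higher, 0.0183; 0.0635 without GK-Sham-PF replicate 2), and the 2 values share the GK-Sham-PF arrays. The proliferation set was higher in GK-S-30 than in GK-Sham-PF rats (0.214, 13 of 14 higher, 0.0115), which was lost without GK-S-30 replicate 1 (a mean of 0.12, 0.0988) or 5 (0.055) and by fry (0.177). SREBP2 targets outside synthesis rose by 1.061, in 7 of 7 genes (2.11e-07). The smooth muscle set rose by 1.235, in 10 of 10 genes (5.12e-11), with GK-S-30 arrays between 0.60 and 0.96 and GK-Sham-PF arrays between -0.82 and -0.55 except replicate 4. A larger share of smooth muscle in the sampled piece would raise its markers alike, and 7 of the 10 smooth muscle markers differed from the change of the set's mean, from Actg2 at 2.35 and Cnn1 at 2.23 to Mylk at 0.30 and Lmod1 at 0.40. Markers that other cells also express would rise less for the same share, and the epithelial set was not lower (0.16, 0.0643 by camera and 0.0448 by fry), so a larger share and regulation within muscle cells cannot be told apart. A thicker muscle layer after surgery could be one such change in share, and histology was not analysed here. Over 30 alternatives, the MHC class II calls held in 29 for each of the 2 pairs, the smooth muscle and SREBP2 calls in 29, the enteroendocrine calls in 27 and the proliferation call in 25, and with slide as a fixed block the enteroendocrine set stood at -0.04 between GK-S-30 and GK-Sham-PF (0.996). With the inter-gene correlation estimated from the data, camera called 0 of these sets (6, 0 and 4 of all sets at an unadjusted p in the 3 pairs). Other cell types and the handling of the tissue were not tested for the immune, enteroendocrine and proliferation sets.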

How the results depend on the processing

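The unnamed features kept, the authors' matrix with mean of probes and no filter, the pairwise comparisons and the setting without both dimmer arrays were chosen after results were seen. Separation of the groups passed its exact test in 25 alternatives (mean silhouette width 0.26 to 0.679), neighbor shares stayed within the permuted ranges in 28, and the rise of the CHOL synthesis set passed in 29 of 30 (1.05 to 1.35). Beyond the results printed below, 422 further values under 41 settings gave 11894 comparisons: 11289 kept direction and side of the threshold, 402 fell below it, 133 came past it, 68 values without a test moved and 2 reversed. These 2 were the change of Pfkl between GK-S-30 and GK-Sham-PF, 0.69 from the processed signals and -0.027 in the authors' matrix, with or without the mean of probes and no filter; the cause was not tested. Scaling to the 75th percentile, normexp and the authors' matrix moved the median log2 fold change of all genes by under 0.1. Of the genes called for the 3 pairs, the authors' matrix kept 97.9%, 98.1% and 98.3%, scaling to the 75th percentile 90.2%, 85.1% and 88.1%, and the setting without both dimmer arrays 88.4%, 84.6% and 91.7% (in the order GK-S-30 against GK-Sham-PF, GK-Sham-PF against Wistar, GK-S-30 against Wistar, used throughout).

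Slide as a fixed block lowered most counts: 276, 173 and 218 genes by limma, 2038 in any pair by the Tukey comparison (1273, 701 and 1146 by pair), transition groups of 234 positive, 613 unchanged, 1126 newly changed and 65 opposite genes, 32.2% of Table S3 genes in the listed group, and 11, 0 and 5 genes of Fig. 4a past an adjusted p of 0.05 by limma (22, 4 and 20 at an unadjusted p, and 18, 3 and 17 by Tukey p). Gene sets past the threshold between GK-Sham-PF and Wistar rose to 6. The block leaves 9 residual degrees of freedom in place of 12, and since slides and groups overlap little, the median standard error was 1.61, 1.86 and 2.46 times larger; 100%, 99.7% and 96.8% of the genes called without the block kept their direction. Of the called genes 245, 165 and 205 were also called without the block. As a random block, slide had an estimated correlation of -0.0427 and left every count within 1.5 times. With the replicate block, 77.2% of Table S3 genes kept their group, and the counts were 894, 849 and 2850; the numbers do not pair the rats, since the deviations of arrays with the same number correlated above 0.1 in 1 of 5 cases for each pair of groups.

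The share of Table S3 genes in their listed group was 87.8%. It was 74.6% with scaling to the 75th percentile, 79.5% with normexp, 72.9% with a limma adjusted p and 75.4% without both dimmer arrays. The cause of these falls was not tested. It was 94.8% with the mean of probes, 90.8% with the authors' matrix, and 99.1% with the authors' matrix, mean of probes and no filter. That last setting also gave the listed Tukey p of Table S1 within 1% for 99.6% of matched genes. Most of the shortfall from the lists thus goes with the choice of values, probes and filter here. Without 1 array it was 75.1% (Wistar replicate 4) to 79.8% (GK-Sham-PF replicate 1 or GK-S-30 replicate 5). Other thresholds moved counts by their construction. The Tukey comparison gave 2139 and 1905 genes for the first 2 pairs, 500 and 707 after adjustment, and a 2-fold minimum left 291, 328 and 720. Pairwise comparisons gave 2844 and 2786, and 597 after adjustment for the first pair. By unadjusted limma p, 825 genes were positive and 397 opposite, by adjusted p 273 and 102, and with genes of 1 pair left unassigned 232 were positive, 1112 unchanged and 1254 newly changed. With the smaller background of genes that differ in any pair, which as the union of the lists lowers each ratio by construction, the overlaps reversed to 0.53 (GK-S-30 against GK-Sham-PF with GK-Sham-PF against Wistar), 0.897 (GK-S-30 against GK-Sham-PF with GK-S-30 against Wistar) and 0.914 times the expectation. With the inter-gene correlation estimated, 0, 0 and 0 gene sets passed by camera (6, 0 and 4 at an unadjusted p), and CHOL synthesis, at 1.16, had an adjusted p of 0.0983, because the estimated correlations widen the spread of a set's mean; 19 passed at the preset correlation and fry called 17 of these. Unnamed features kept, with 23461 features tested, raised the limma counts of the last 2 pairs to 1942 and 5591, the Tukey counts to 7907 in any pair (3393, 3255 and 6396), and the transition groups to 832, 3246, 3470 and 359.

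Without 1 array in turn, limma called 876 (without GK-Sham-PF replicate 1) to 1504 (without Wistar replicate 3), 865 to 1218 and 2819 to 3698 genes, and the Tukey comparison 4259 to 5033 in any pair, 1826 to 2363, 1634 to 2080 and 3364 to 4042 by pair. Transition groups held 432 to 637 positive, 1630 to 2083 unchanged, 1887 to 2176 newly changed and 174 to 226 opposite genes. Overlap ratios lay between 1.4 and 1.57, 2.30 and 2.72, and 2.32 and 2.85, the silhouette width between 0.409 and 0.479 and the CHOL set between 1.05 and 1.22. Sets past the threshold numbered 9 to 11 between GK-S-30 and GK-Sham-PF, 5 to 8 between GK-S-30 and Wistar, and 1 to 4 between GK-Sham-PF and Wistar against 2 with all arrays (1 without Wistar replicate 3 or GK-Sham-PF replicate 2, 4 without GK-Sham-PF replicate 4). Of the Fig. 4a genes 14 to 20, 4 to 6 and 20 to 24 passed. Signal over background limits what can be tested: between 66.7% and 74.8% of probes were well above background on an array, and 4 genes of Fig. 4a (Cyp11a1, Cyp11b1, Cyp11b2 and Cyp21a1) had no probe that passed the filter. Separation was not run with slide or replicate blocks.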

Differences from the paper's values

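The setting that joins the authors' matrix, the mean of probes and no filter, the pairwise comparisons, the setting without both dimmer arrays and the comparison with the colours of Fig. 4a were chosen after results were seen. For genes that differ between GK-S-30 and GK-Sham-PF rats after correction, the paper gives 74 in its text, against 1272 here by limma with Benjamini-Hochberg adjustment. None of 32 other settings came within 1.5 times the paper's value. Among the alternatives set before the data were examined, the lowest count was 276, with slide as a fixed block, and the pairwise comparison, added later, gave 2844 at an unadjusted p. For the principal components of the genes that differ, the paper shows about 97% of the variance on the first component (Fig. 2b, read by eye), against 37.5% here over all tested genes with centred values. Of 24 alternatives only that with values not centred, at 99.8%, came within 1.5 times; the others lay lower, down to 25.0%, with 57.0% over the genes that differ in any pair, as in the paper. Those genes with values not centred, a combination outside the 24, gave 99.7%, which also came within 1.5 times. On the second component the paper shows about 1.5% (Fig. 2b, read by eye), against 14.3% here, and none of the 24 alternatives came within 1.5 times, with values from 0.0774% to 16.9%.

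The legend of Fig. 2c reports no significant overlap between the lists of genes. Over all tested genes, the lists for GK-S-30 against GK-Sham-PF and GK-Sham-PF against Wistar overlapped more than expected (exact hypergeometric test, upper-tail p = 1.56e-20), a test that does not allow for the arrays they share, while against the background of genes that differ in any pair, an alternative set before the data were examined that lowers the ratio by construction because it is the union of the lists, the upper-tail p was 1. The neighbors of unchanged genes are described as mainly newly changed or unchanged. Those groups did hold the largest shares of the 4 here (18.3% and 14.0%). No share departed from labels permuted among these neighbors (permutation p = 0.483 for the newly changed), which does not compare the neighbors with other genes.

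Of the 54 genes drawn in Fig. 4a, 50 were tested, and 47 of these fell in the transition group that the figure's colours show, read by eye. The other 3 were Fbp1, newly changed in the figure and opposite here (Tukey p between GK-Sham-PF and Wistar 0.002); G6pc1, opposite in the figure and positive here (Tukey p 0.00369, 0.137 and 0.142 for GK-S-30 against GK-Sham-PF, GK-Sham-PF against Wistar and GK-S-30 against Wistar); and Suclg2, unchanged in the figure and in no group here (Tukey p 0.232, 0.883 and 0.443). With the authors' matrix, the mean of probes and no filter together, a setting chosen after seeing the values, 52 of 54 genes fell in the figure's group, Suclg2 among them, and none of the 47 was dropped; Fbp1 and G6pc1 stayed apart.

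The paper calls Cs and Abcg5 changed in GK-S-30 against GK-Sham-PF rats. By limma they did not pass, with adjusted p = 0.0601 for Cs and 0.06 for Abcg5, and by the Tukey comparison, the methods' own, both did (0.00967 and 0.0334). Cs also passed by limma with normexp background correction, with slide as a random block and without GK-S-30 replicate 3 (0.0326), and Abcg5 without GK-Sham-PF replicate 5 (0.0432), GK-S-30 replicate 3 (0.0442) or GK-S-30 replicate 4 (0.0249). Without both dimmer arrays, a setting chosen after seeing the values, both passed (0.0495 and 0.0389), and none of the 17 genes of Fig. 4a that passed with all arrays dropped out. Fig. 4a draws Acaca as lower in GK-S-30; its log2 fold change here was 0.14 (limma adjusted p = 0.422), and -0.53 for a second probe. With the mean of probes, an alternative set before the data were examined, Acaca fell by 0.19, and it also fell with the authors' matrix, the mean of probes and no filter together, a setting chosen after seeing the values that drops none of the 47 matching genes; no setting passed.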

Other observations

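The test of the share of epithelium and the comparison with Table S1 under the authors' matrix, mean of probes and no filter were chosen after results were seen. When the arrays of 2 groups were regrouped 5 against 5, 100 of the 126 possible splits were drawn for each pair, and the real one gave more genes by limma than any other. The highest other counts were 15 for GK-S-30 and GK-Sham-PF, 4 for GK-Sham-PF and Wistar and 46 for GK-S-30 and Wistar, with medians of 0, 0 and 0, so that in each case 1 of 100 splits was as large, the real one included, and chance can be excluded. For genes that differ in any pair by Tukey p, 100 of 126126 divisions were drawn, the highest other count was 2371 and the median 450, and 1 of 100 was as large, so chance can be excluded there too.

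The rise of the CHOL synthesis set in GK-S-30 over GK-Sham-PF rats was weighed against 2 technical explanations. A difference between slides would vanish on the slide that both groups share, and there the set differed by 1.354, with 20 of 21 genes higher, which excludes slides as the whole cause; 2 against 2 arrays allow no p below 0.333, while over all 10 arrays the exact permutation p was 0.00794, the smallest they allow. A larger share of epithelium would raise epithelial genes to a like extent, and these rose by 0.1586 against 1.16 for the CHOL set, with leave-one-out values from 0.12 to 0.19, which argues against that share as the cause. The epithelial set itself had a camera adjusted p of 0.0643 (0.0448 by fry), and passed by camera without GK-Sham-PF replicate 1 (0.0381), GK-Sham-PF replicate 2 (0.035) or GK-S-30 replicate 5 (0.037). A response to the rerouted intestine may therefore underlie the rise, as a hypothesis; the surgery and the passage of food and bile were not tested apart. Between GK-Sham-PF and Wistar rats the CHOL set differed by 0.13 (15 of 21 genes higher, camera adjusted p = 0.275), and passed without GK-Sham-PF replicate 4 (0.0103) or Wistar replicate 2 (0.028). With slide as a fixed block it was 0.46 higher in GK-Sham-PF (camera adjusted p = 4.31e-05). That estimate rests on the 1 slide with 3 GK-Sham-PF arrays and 1 Wistar array. Whether the set differed between sham-operated GK rats and Wistar rats is therefore left open, and no sample was taken before an operation.

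Among the 4 transition groups, the newly changed and unchanged groups held the largest shares of the neighbors of unchanged genes (18.3% and 14.0%), and the sizes of the transition groups were weighed as the explanation. Labels permuted among the neighbors gave shares like those seen (permutation p = 0.483 for the newly changed group). This permutation keeps the neighbors' own mix of groups, so it cannot tell whether neighbors differ from other genes. Among the neighbors 19.5% were newly changed, against 16.3% of all tested genes, a difference that was not tested. The order of the shares is that of the group sizes, and a relation to unchanged genes stays open. Noise of the shared GK-Sham-PF arrays was weighed for opposite directions of the 2 changes across genes. With the same arrays in both comparisons the correlation across genes was -0.03, and with the GK-Sham-PF arrays divided between them it had a mean of 0.0757 over 20 divisions (-0.0316 to 0.155). Shared noise may thus pull the correlation down, and the values leave no sign of a general reversal (genes are not independent replicates).

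Table S1 places several pancreatic enzyme genes in the positive group, and pancreatic tissue in some samples was weighed. Of 20 acinar genes, 6 were not well above background on any array, abundant ones such as Pnlip, Cpb1 and Clps among them (named after their values were seen). The 12 tested ones had a median correlation of -0.0108 over 66 gene pairs, 30 of them above 0, where a mixed sample would raise all together. Amy2a3 was higher in GK-Sham-PF than in Wistar rats by 4.12 and Pnliprp2 lower by a log2 fold change of -2.12. These values argue against pancreatic tissue as the cause. They cannot exclude a small share in some samples, since each of the 6 genes at background has 1 probe. Strain or regulation in the intestine were not tested. As a set, acinar genes changed by -0.20 between GK-S-30 and GK-Sham-PF rats (3 of 12 higher, camera adjusted p = 0.18, and 0.00405 by fry, a rotation test that asks whether the genes of a set changed and does not compare them with other genes).

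Other sets written before their test did not pass by camera or fry between GK-S-30 and GK-Sham-PF rats: LXR targets (-0.26, 2 of 9 higher, camera adjusted p = 0.145), goblet genes (0.25, 5 of 6 higher, 0.0882; 0.0383 without GK-S-30 replicate 4 and 0.045 without GK-Sham-PF replicate 2), gastric genes (0.48, 3 of 4 higher, 0.412) and blood genes (0.03, 2 of 4 higher, 0.684). Of Table S1, 1996 genes were at hand. With the authors' matrix, the mean of probes and no filter together, 1980 were matched, the Tukey p was within 1% of the listed one for 99.6% and the transition group was the listed one for 99.6%, against 85.6% of 1849 matched genes from the processed signals and 88.3% from the authors' matrix alone. In that setting 4961 genes differed in any pair.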
